# Distinct 5-methylcytosine profiles in poly(A) RNA from mouse embryonic stem cells and brain

**DOI:** 10.1186/s13059-016-1139-1

**Published:** 2017-01-05

**Authors:** Thomas Amort, Dietmar Rieder, Alexandra Wille, Daria Khokhlova-Cubberley, Christian Riml, Lukas Trixl, Xi-Yu Jia, Ronald Micura, Alexandra Lusser

**Keywords:** RNA methylation, 5-Methylcytosine, m5C, Epitranscriptome, Embryonic stem cells, Mouse brain, m6A, RNA binding proteins, Bisulfite sequencing, meRIP

## Abstract

**Background:**

Recent work has identified and mapped a range of posttranscriptional modifications in mRNA, including methylation of the N6 and N1 positions in adenine, pseudouridylation, and methylation of carbon 5 in cytosine (m5C). However, knowledge about the prevalence and transcriptome-wide distribution of m5C is still extremely limited; thus, studies in different cell types, tissues, and organisms are needed to gain insight into possible functions of this modification and implications for other regulatory processes.

**Results:**

We have carried out an unbiased global analysis of m5C in total and nuclear poly(A) RNA of mouse embryonic stem cells and murine brain. We show that there are intriguing differences in these samples and cell compartments with respect to the degree of methylation, functional classification of methylated transcripts, and position bias within the transcript. Specifically, we observe a pronounced accumulation of m5C sites in the vicinity of the translational start codon, depletion in coding sequences, and mixed patterns of enrichment in the 3′ UTR. Degree and pattern of methylation distinguish transcripts modified in both embryonic stem cells and brain from those methylated in either one of the samples. We also analyze potential correlations between m5C and micro RNA target sites, binding sites of RNA binding proteins, and *N*6-methyladenosine.

**Conclusion:**

Our study presents the first comprehensive picture of cytosine methylation in the epitranscriptome of pluripotent and differentiated stages in the mouse. These data provide an invaluable resource for future studies of function and biological significance of m5C in mRNA in mammals.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-1139-1) contains supplementary material, which is available to authorized users.

## Background

Posttranscriptional modification of RNA has been known for longer than 70 years. To date, more than 140 modifications that map to all bases as well as the ribose moiety have been discovered in the abundant non-coding RNAs of the cell, in particular in transfer and ribosomal RNAs (tRNAs and rRNAs) [1]. By contrast, much less is known about base modifications in poly(A) RNAs [2–4]. Only recently, with the advent of techniques enabling transcriptome-wide position-specific determination of base modifications, specifically methylation, has this area attracted a surge of attention. It has become clear that posttranscriptional RNA modification may impose an additional level on transcript regulation. Similar to what is known from chromatin, where modifications of the DNA and histones have been recognized as important regulators of genomic information and are therefore part of the “epigenome,” the ongoing discovery of distinct RNA modifications has prompted the coining of the terms “RNA epigenetics” [5] and “epitranscriptomics” [6, 7]. To date, the best studied modification of poly(A) RNA is *N*6-methyladenosine (m6A) and, in analogy to the epigenetic code, “writers,” “erasers,” and “readers” of this modification have been identified [8–12]. Recent work has shown that m6A affects transcript splicing, stability, translation, and nuclear export [13–18], and inactivation of the responsible methyltransferase complex METTL3/METTL14/WTAP severely impairs embryonic stem cell differentiation and results in early embryonic lethality [15, 19]. Pseudouridine and *N*1-methyladenosine (m1A) are further modifications that have recently been discovered on a transcriptome-wide level in mammalian RNA [20–23], yet their functional impact has not been studied yet.

In addition to these modifications, it has been known since the 1970s that the C5 atom of cytosine can be a target of methylation in poly(A) RNA in HeLa and hamster cells [24, 25]. By contrast, other early studies failed to detect m5C in mRNA [26, 27]. Due to the lack of suitable methodology, research on m5C all but ceased for several decades. Several enzymes belonging to the RNCMT (RNA (cytosine-5) methyltransferase) family of proteins have been shown to act as cytosine methyltransferases for tRNAs and rRNAs using a catalytic mechanism that involves transient formation of a covalent enzyme-cytosine adduct [3, 28]. By exploiting this property, two recent studies reported the transcriptome-wide mapping of m5C sites generated by the methyltransferases NSUN2 and DNMT2, respectively, in the mouse and in human cell lines [29, 30]. It was shown that both enzymes preferentially target tRNAs, and that NSUN2 also modifies the highly abundant vault RNAs [30]. The adaptation of the bisulfite sequencing technique that is widely used to study DNA methylation for application with RNA [31] enabled the unbiased mapping of m5C sites in poly(A) RNA in a transcriptome-wide manner. To date, only two studies have used this technique to investigate global m5C in human HeLa cells [32] and in archeal mRNA, respectively [33]. Both studies revealed widespread occurrence of m5C in poly(A) RNA. We have previously shown that the long non-coding RNAs XIST and HOTAIR are methylated in vivo and that the methylation interferes with binding of XIST to Polycomb repressive complex 2 (PRC2) in vitro [34].

Thus, in this work, we aimed at obtaining a deeper understanding of m5C methylation in poly(A) RNA in the mouse. To this end, we mapped m5C globally using RNA bisulfite sequencing (RNA BS-seq) in embryonic stem cells (ESCs) and the brain in total and nuclear poly(A) RNA and compared its prevalence and distribution in both cell/tissue types and cellular compartments. In addition, we examined potential links to micro RNA (miRNA) and protein binding sites and m6A patterns. Collectively, these data constitute a comprehensive picture of cytosine methylation in poly(A) RNA of different cell types/tissues in the mouse and provide the basis for future studies of its function and biological significance in mammals.

## Results

### Bisulfite sequencing of nuclear and total poly(A) RNA in embryonic stem cells and mouse brain

#### Bisulfite treatment, m5C calling, and controls

To gain an overview of transcriptome-wide cytosine methylation, we performed bisulfite sequencing (BS-seq) of RNA derived from mouse ESCs and from the adult mouse brain. We prepared poly(A)-enriched RNA from three biological replicates of both samples and performed three cycles of bisulfite treatment followed by deep sequencing using the Illumina HiSeq platform. In addition, we performed the same experiments with poly(A) RNA isolated from purified nuclei of ESC and brain. 

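Bisulfite converts unmethylated cytosines of RNA to uracil, which is sequenced as thymine, while m5C is still read as cytosine. The methylation rate of a position is therefore the fraction of its reads that show a cytosine. Total poly(A) RNA came from cultured ESCs, pluripotent cells derived from mouse blastocysts, and from whole brains of adult mice, with 3 libraries per sample type. The paper calls these libraries biological replicates and its text does not state whether each came from a culture or an animal of its own. For each library the authors deposited a list of called cytosines with the coverage (count of reads at the position), the count of reads with a cytosine and the methylation rate as a fraction. For each sample type they also deposited the list of sites that passed every filter, with the coverage and the rate averaged over the 3 replicates. The lists of the ESC libraries held 29441, 28299 and 29255 called cytosines, covered by 1838785, 1737792 and 1759155 reads in sum. The lists of the brain libraries held 20224, 12222 and 12149 called cytosines, covered by 1285434, 729867 and 790817 reads in sum. The paper's Additional file 1 reports 42527210, 39735778 and 38136243 mapped reads for the ESC libraries and 93732614, 42455284 and 39134016 for the brain libraries. The values given here rest on the reads at called cytosines, with a median coverage of 20 reads per call in each ESC library and of 18, 19 and 19 reads in the brain libraries. The conversion rate of the spike-in RNA was, in the paper's Additional file 3, 0.993 in every ESC library and 0.993, 0.995 and 0.996 in the brain libraries. A cytosine that is absent from a list was either below a calling threshold or not covered well enough, and the lists do not tell these cases apart. Starting from the lists, each site was placed on RefSeq transcripts of GRCm38.p6, with 1 transcript per gene. Intervals given for shares are 95% Wilson intervals and cover counting error only. They take sites as independent, although most sites lie within 10 nt of another. The Fisher exact tests on sites and the intervals of odds ratios do so too.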

To control for efficient bisulfite-mediated C → U conversion, the samples were supplemented with in vitro transcribed and folded RNA templates corresponding to nucleotides (nt) 914–1465 of *Escherichia coli* 16S rRNA (ESC and brain) as well as a transcript corresponding to ~5700 nt of the pET-15b vector sequence (ESC). On average, we obtained ~58 million unambiguously mapped reads for each of three brain replicates and ~40 million unambiguously mapped reads for each ESC replicate (Additional file 1). For high-confidence mapping and m5C calling, we developed a specialized bioinformatics tool package [35]. Using this pipeline, the vast majority of reads could be aligned to the mouse reference genome (GRCm38/mm10) with 0–1 mismatches (Additional file 2: Figure S1). Analysis of the spike-in controls revealed C → U conversion rates >99% (Additional file 3). For m5C calling, we considered only positions that were covered by >10 reads and showed a non-conversion rate of >20% and a methylation state false discovery rate (FDR) <0.01 (calculated using spike-in control conversion rates as described in [35]). In addition, candidate m5Cs had to be present in all three replicates. 

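Snhg1, a long non-coding RNA that hosts small nucleolar RNAs in its introns, had 32 cytosines called in at least 1 ESC library, and 17 of them were called in all 3. For Elp3, which encodes a subunit of the tRNA-modifying Elongator complex, 6 of 8 cytosines called in any ESC library were called in all 3. For the ribosomal protein gene Rps10 only 3 of 23 were. Over all transcripts, 50459 cytosines were called in at least 1 ESC library. Of these, 27099 were in 1 list, 10184 in 2 lists and 13176, or 26.1%, in all 3. In the brain, 29376 cytosines were called in at least 1 library, with 19370 in 1 list, 4793 in 2 lists and 5213, or 17.7%, in all 3. Any pair of ESC libraries shared between 16335 and 16918 cytosines, and any pair of brain libraries between 6709 and 6912.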

Using these parameters, we detected zero m5Cs in the 16S rRNA yet one position in the pET vector spike-in control (Additional file 2: Figures S2 and S3). Since efficient bisulfite treatment requires that the cytosines are single stranded, we introduced an additional filtering step to the m5C dataset to eliminate potential false positive candidates arising from putative secondary structure formation. To this end, we retrieved all full-length transcripts containing an m5C candidate from the RefSeq database (GRCm38.p3) and subjected them to secondary structure prediction using the RNAfold algorithm (see Methods for details). We then discarded all m5Cs that were predicted to be in a base-paired state. These highly stringent filtering parameters also successfully eliminated the single false positive in the spike-in controls (Additional file 2: Figure S3).

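Itm2c, which encodes an integral membrane protein, had 16 cytosines called in all 3 ESC libraries, and none of them was left after the structure filter. Ndufb8, a gene of a subunit of mitochondrial complex I, went from 8 cytosines to 1 in ESCs and from 7 to 0 in the brain. The filter took few sites from Mdc1, a gene of the DNA damage response, where 26 of 30 cytosines were left in ESCs and 15 of 17 in the brain. In the long non-coding RNA Malat1, 16 of 17 cytosines were left in ESCs and 14 of 14 in the brain. Over all transcripts the filter removed 5635 ESC sites, or 42.8% of those called in all 3 libraries, and 3138 brain sites, or 60.2%. The folding itself was not repeated, so the filter enters here only through the sites the authors kept.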

#### Total poly(A) RNA

Applying these parameters to our total poly(A) RNA, we discovered 7541 m5C candidate sites in ESCs and 2075 m5C candidates in the brain (Fig. 1a, Additional files 4 and 5). 

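In ESCs the genes with the most sites lay on the mitochondrial genome. ND5, a subunit of complex I of the respiratory chain, held 472 sites between positions 11777 and 13559 of chromosome M, with a mean methylation rate of 89.3% ± 0.974 (SD, n = 3 libraries). CYTB of complex III followed with 273 sites at 72.3% ± 1.70 (SD, n = 3) and ND1 with 216 sites at 69.1% ± 3.04 (SD, n = 3). On the strand opposite to ND5, 90 of 182 cytosines were also sites. Whether these mitochondrial rates reflect m5C, RNA left unconverted or DNA cannot be told apart here. In the brain ND5 also held the most sites, 62 at 46.0% ± 1.01 (SD, n = 3). Next were the phospholipase gene Ddhd2 with 24 sites in its 3′ UTR (chromosome 8, 25726431 to 25726509) at 36.6% ± 6.61 and Qk, an RNA-binding protein of myelinating cells, with 24 sites in an intron (chromosome 17, 10211538 to 10211586) at 76.3% ± 0.814 (SD, n = 3 each). The highest rate at an average coverage of at least 50 reads was 100% ± 0 in ESCs, at M:11407 in ND4 (ATTATTACCACCCAACGCGGC, coverage 93 to 117). In the brain it was 97.2% ± 0.379, at 3:5860464 outside annotated genes (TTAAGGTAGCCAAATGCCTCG, coverage 1107 to 1738), whose surrounding 51 bases occur 6 times in the genome. The next was 96.2% ± 0.115 at 9:123462017 in the 3′ UTR of Lars2, a mitochondrial leucyl-tRNA synthetase gene (TTTGATCCTTCGATGTCGGCT, coverage 2493 to 4718). Whether reads of the sites at 3:5860464 and in Lars2 come from rRNA was not tested. The final lists hold 7541 ESC sites with a median coverage of 36.7 reads and a median rate of 0.466, and 2075 brain sites with a median coverage of 34.0 reads and a median rate of 0.373. Before the filter, an ESC library had 28998 ± 613 called cytosines (SD, n = 3) and a brain library 14865 ± 4641 (SD, n = 3), a ratio of 1.95. Every ESC library had more than every brain library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). When sites within 10 nt of each other were merged and counted once, 3023 groups of sites were left in ESCs and 776 in the brain.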

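Rpl4, a ribosomal protein gene, had 20 sites in ESCs with a mean methylation rate of 48.7% ± 2.36 (SD, n = 3 libraries) and none in the brain. Eif4g1, a translation initiation factor, had 12 ESC sites at 45.1% ± 2.21 and none in the brain. The cell adhesion gene Nrcam, which is active in neurons, had 11 sites in the brain at 47.6% ± 2.09 (SD, n = 3) and none in ESCs. Hnrnpc, which encodes a nuclear RNA-binding protein, had 9 ESC sites and 14 brain sites. By the RefSeq annotation of GRCm38.p6, ESC sites lay in 1625 genes and brain sites in 486 genes, and 228 genes had sites in both. Genes were counted from the sites alone, without a measure of expression.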

Mapping of the methylated positions to the reference genome revealed their location in 1650 (ESC) and 486 (brain) annotated genes, respectively (Fig. 1b), which corresponds to 11% (ESC) and 3% (brain) of all genes for which we detected expression with more than 10 reads (mean normalized read count; Additional file 6). 

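Znrf1, which encodes a ubiquitin ligase, carried a site in its 3′ UTR at 8:111622094 in both samples, with a methylation rate of 77.0% ± 8.79 (SD, n = 3 libraries) in ESCs and 76.3% ± 5.72 (SD, n = 3) in the brain. The 3′ UTR site of Wbp2 at 11:116078957 was also in both lists, at 24.0% ± 3.76 in ESCs and 46.0% ± 6.93 in the brain. The site at 5:136116797 in Polr2j, an RNA polymerase II subunit gene, was in the ESC list alone, at 68.4% ± 4.31, and the site at 11:116803524 in Mxra7 was in the brain list alone, at 80.5% ± 3.87. Of the ESC sites, 6855 were not in the brain list, a share of 90.9% (95% interval 90.2 to 91.5, SD of the share over replicate lists 1.71). Of the brain sites, 1389 were not in the ESC list, a share of 66.9% (95% interval 64.9 to 68.9, SD 4.22), and 686 sites were in both lists.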

Comparing the data from ESCs with those from brain also revealed that most of the identified sites were specific to ESC (90%) and brain (67%), respectively (Fig. 1a), meaning that they appeared in all three replicates of one sample but in fewer than three replicates of the other. Interestingly, the data also suggest that the number of methylated sites per gene is higher in transcripts found specifically methylated in either ESC or brain (ESC: 4.8 sites/gene; brain: 5.5 sites/gene) compared to transcripts methylated in both samples (3 sites/gene). However, it is important to note that due to the short sequencing read lengths, it is not possible to determine the methylation state of individual full-length mRNA molecules, and thus these numbers are merely rough estimates. 

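ND5 and CYTB, the mitochondrial genes with the most ESC sites, belonged to the genes with sites in both samples, with 62 and 6 sites in the brain. With all sites of a gene in a sample counted, shared or not, genes with sites in both samples had more sites each than genes with sites in ESCs alone. The 1397 genes with sites in ESCs alone had 2.94 sites per gene (median 1), and the 228 genes with sites in both had 9.69 ESC sites per gene (median 4). A permutation test of the genes gave p = 1e-05 (two-sided), the smallest p that 100000 permutations can give. The 258 genes with sites in the brain alone had 3.30 sites per gene (median 2), and the 228 genes with sites in both had 4.25 brain sites per gene (median 3; permutation test, two-sided, p = 0.0160). Without the mitochondrial sites, the ESC values were 2.66 and 5.73 sites per gene (permutation test, two-sided, p = 1e-05). With a methylation rate of at least 0.3 in every library, the brain difference did not pass (permutation test, p = 0.243). Another ratio, chosen after the values had been seen, divides the 6855 sites in the ESC list alone by the 1397 genes with sites in ESCs alone. It was 4.91, and 5.38 for the brain alone and 3.01 for both. Its sites include those in genes of another class or outside annotated genes, so it is not a number of sites per gene of a class. Genes are not replicates, so these tests describe the lists and not the variation between libraries. A gene with more sites also has more chances of a site in the other list, which the tests do not take into account.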

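At sites called in every library of both samples, methylation rates were mostly higher in ESCs. Among the 686 shared sites the median rate was 57.4% in ESCs and 38.6% in the brain, and 573 sites, or 83.5%, had the higher mean in ESCs. The largest log2 odds ratio was at M:13166 in ND5, with 99.7% ± 0.416 in ESCs and 36.3% ± 8.55 in the brain (SD, n = 3 libraries each, coverage 11 to 524). It was 8.96 (standard error 0.55, adjusted p = 2.9e-24 from edgeR's quasi-likelihood test). In percent M:13124 in ND5 differed more, with 99.5% ± 0.0577 and 34.5% ± 9.87 (SD, n = 3 each). Of 132 shared mitochondrial sites, 113 passed this test and all 113 were higher in ESCs. Among the sites past the threshold that were higher in the brain and whose libraries did not overlap, the largest log2 odds ratio in size was at 5:121545394 in the 5′ UTR of Mapkapk5, a kinase gene of stress signalling. Its rate was 30.1% ± 5.15 in ESCs and 68.2% ± 8.99 in the brain (SD, n = 3 each, coverage 10 to 20), a log2 odds ratio of -2.25 (standard error 0.61, edgeR adjusted p = 0.00123). The site at 3:5860464, outside annotated genes, was at 88.3% ± 3.56 and 97.2% ± 0.379 (SD, n = 3 each, coverage 72 to 1738), a log2 odds ratio of -2.04 (standard error 0.33, edgeR adjusted p = 2.1e-07). Whether its reads come from rRNA was not tested. A pair of neighbouring Mapkapk5 sites also passed, at log2 odds ratios of -1.84 (121545400) and -1.76 (121545391). Without ESC total replicate 1 this pair did not pass (edgeR adjusted p = 0.0994 and 0.0606), and without ESC total replicate 2 the latter did not (0.0605). A CDS site of the lipid synthesis gene Pgs1 at 11:117986928 was at 35.1% ± 11.8 in ESCs and 60.6% ± 6.44 in the brain (log2 odds ratio -1.49, standard error 0.39, edgeR adjusted p = 0.000906). In all, 341 of the 686 sites passed an adjusted p of 0.05 in edgeR, 323 of them higher in ESCs and 18 higher in the brain. At 373 sites, or 54.4%, the ESC and brain libraries did not overlap, where chance gives 10%. With at least 20 reads in every library, 342 sites could be tested and 180 passed. Per 1000 cytosines that the paper's Additional file 1 reports as analysed, 5.70 ± 0.0802 were called in an ESC library and 2.41 ± 0.112 in a brain library (SD, n = 3 each). This is a ratio of 2.36 (exact permutation test, two-sided, p = 0.1, the smallest possible).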

Taken together, the results imply that (1) the overall frequency of m5C occurrence is higher in ESC than in brain samples, (2) the diversity of methylated transcripts is higher in ESCs compared to brain, and (3) transcripts methylated in one sample but not the other tend to have higher numbers of m5Cs than transcripts methylated in both samples.

**Fig. 1:**
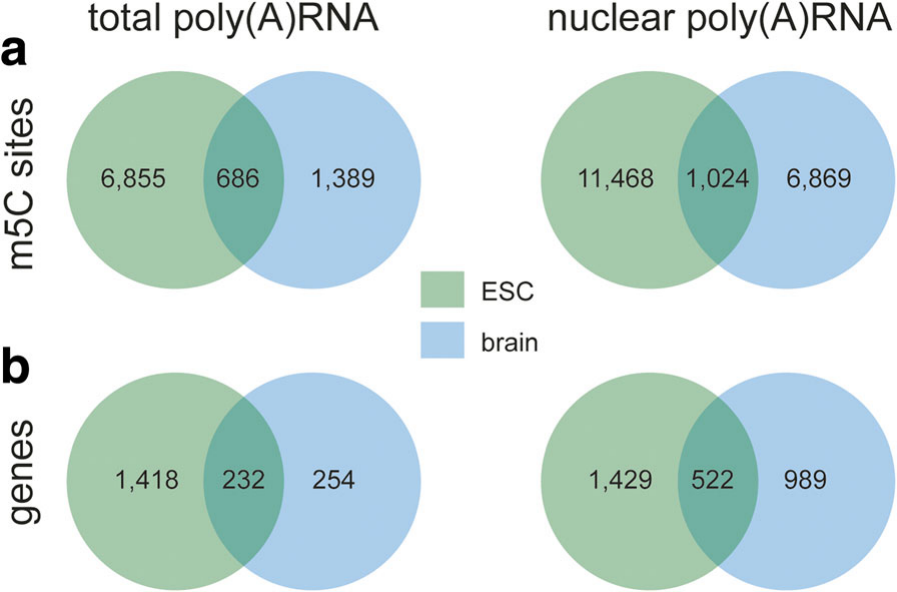
BS-seq of total and nuclear poly(A) RNA samples from ESCs and brain reveals shared and sample-specific methylation sites. **a** Venn diagrams of methylation sites identified in total poly(A) RNA (*left*) or nuclear poly(A) RNA (*right*) from mouse ESC and brain. **b** Venn diagrams of number of genes to which identified m5Cs were mapped

#### Nuclear poly(A) RNA

As the poly(A) RNA fraction of total RNA contains both cytoplasmic and preprocessed transcripts as well as mature transcripts located in the nucleus, we were interested to learn whether there is a difference between m5C distribution in the total RNA-derived fraction and nuclear RNA. Therefore, we prepared poly(A) RNA from isolated nuclei of ESCs and the brain for bisulfite treatment and sequencing applying identical quality control and analysis parameters as before (Additional file 1). 

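Nuclear poly(A) RNA holds unspliced transcripts with their introns as well as mature RNA. Nuclei came from the same kinds of samples, with 3 libraries per sample type. They were released by hypotonic lysis from ESCs and pelleted through a sucrose cushion from brains. The authors deposited the same lists of called cytosines for each library, with coverage and methylation rate, and a final list per sample type. The lists of the ESC nuclear libraries held 67056, 49123 and 55260 called cytosines, covered by 3259307, 2123843 and 2417357 reads in sum, at a median coverage of 16, 16 and 17 reads. The lists of the brain nuclear libraries held 111594, 27071 and 131028 called cytosines, covered by 2623855, 868211 and 4703234 reads in sum, at a median coverage of 15, 15 and 19 reads. The paper's Additional file 1 reports 34148568, 31818593 and 35850599 mapped reads for ESC nuclei and 67913816, 74187804 and 136226696 for brain nuclei. The spike-in conversion rates in the paper's Additional file 3 were 0.993, 0.993 and 0.992 for ESC nuclei and 0.995, 0.989 and 0.953 for brain nuclei. Brain nuclear replicate 2 thus had the shortest list and replicate 3 the lowest conversion rate. All nuclear lists were placed on transcripts and tested in the same way as the total poly(A) RNA lists.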

We found almost twice as many m5C sites (12,492) in nuclear RNA of ESCs and almost four times more m5C sites (7893) in brain nuclear RNA compared to the corresponding total poly(A) RNA samples (Fig. 1a, Additional files 7 and 8). These sites mapped to 1951 genes in ESCs and 1511 genes in the brain (Fig. 1b). 

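In brain nuclei the genes with the most sites carried them in introns. Kcnip4, a modulator of potassium channels, held 91 intronic sites between 48797657 and 49505379 of chromosome 5, with a mean methylation rate of 45.8% ± 6.99 (SD, n = 3 libraries). The splicing factor gene Luc7l2 held 50 intronic sites at 39.1% ± 7.09 and Fgf14, a regulator of neuronal sodium channels, 41 at 50.9% ± 5.31 (SD, n = 3 each). The kinase gene Mapk14 held 39 at 63.0% ± 4.18 and the non-coding gene A230057D06Rik 35 at 59.7% ± 4.48 (SD, n = 3 each). In ESC nuclei the mitochondrial genes led again, with 473 sites in ND5 at 84.3% ± 5.14, 201 in CYTB at 59.7% ± 18.8 and 195 in ND2 at 75.5% ± 13.8 (SD, n = 3 each). In brain nuclei no site of the final list was mitochondrial. The final lists hold 12492 sites for ESC nuclei and 7893 for brain nuclei, with median coverages of 24.7 and 28.3 reads. An ESC nuclear library had 57146 ± 9114 called cytosines (SD, n = 3), 1.97 times as many as a library of total poly(A) RNA. A brain nuclear library had 89898 ± 55270 (SD, n = 3), 6.05 times as many. In each comparison every nuclear library was higher (exact permutation test, two-sided, p = 0.1, the smallest possible). Brain nuclear replicate 2 limits the brain list: the sites called in all 3 libraries before the structure filter number 15221, and those shared by the other libraries without replicate 2 number 54933. The latter number rests on replicates 1 and 3, and replicate 3 had a spike-in conversion rate of 0.953.

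**Figure D1:**
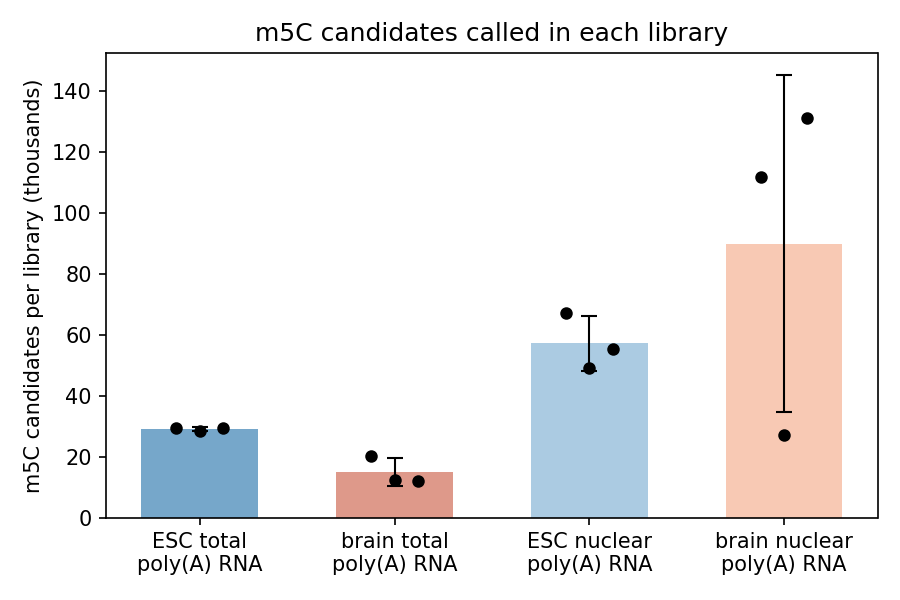
Called cytosines per library before the structure filter, in units of 1000, for total and nuclear poly(A) RNA of ESCs and brain; bars give the mean of 3 libraries, lines the SD and points the libraries. Brain nuclei range from 27071 to 131028 calls, while the 3 libraries of ESC total RNA lie between 28299 and 29441.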

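Nop2, the gene of a nucleolar RNA methyltransferase, had 11 intronic sites in ESC nuclei with a mean methylation rate of 45.5% ± 9.61 (SD, n = 3 libraries) and 1 in brain nuclei. Tet2, which encodes an enzyme that oxidizes 5-methylcytosine, had 10 sites in ESC nuclei, 1 in total RNA of ESCs and none in the brain lists, and Ybx1, an RNA-binding protein gene, had 9 in ESC nuclei and 2 in brain nuclei. By the RefSeq annotation used here, sites lay in 1931 genes in ESC nuclei and in 1482 genes in brain nuclei, and 514 genes had sites in both. Of the genes with sites in total poly(A) RNA, 1091 also had sites in nuclei for ESCs and 260 for the brain.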

Similar to the findings for total poly(A) RNA, the majority of m5C candidate sites were specific to the sample type (92% in ESCs, 87% in brain). Also, the number of m5C sites per gene was higher in transcripts methylated in one sample compared to those methylated in both samples. 

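Mdc1 carried sites in both kinds of nuclei, all in its 3′ UTR (chromosome 17, 35858573 to 35858978), with 28 sites at 64.3% ± 3.24 (SD, n = 3 libraries) in ESCs and 21 sites at 49.7% ± 5.73 (SD, n = 3) in the brain. Rps10 had 13 sites in ESC nuclei, 10 of them intronic, at 46.0% ± 0.896 (SD, n = 3), and none in brain nuclei. Of all ESC nuclear sites, 11468 were not in the brain nuclear list, a share of 91.8% (95% interval 91.3 to 92.3, SD over replicate lists 4.99). Of all brain nuclear sites, 6869 were not in the ESC nuclear list, a share of 87.0% (95% interval 86.3 to 87.7, SD 3.66), and 1024 sites were in both lists.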

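With all sites of a gene in a sample counted, genes with sites in both kinds of nuclei had the higher mean. As in total RNA, a gene with more sites has more chances of a site in the other list. The 1417 genes with sites in ESC nuclei alone had 4.76 sites per gene (median 2), against 6.65 ESC sites per gene (median 4) in the 514 genes with sites in both (permutation test, two-sided, p = 0.00910). The 968 genes with sites in brain nuclei alone had 4.37 sites per gene, against 5.16 brain sites per gene in genes with sites in both (permutation test of the means, two-sided, p = 0.00542), with a median of 3 in either class. The ratio of sites in a list alone to genes with sites in that list alone, chosen after the values had been seen, was 8.09 for ESC nuclei and 7.10 for brain nuclei. For both it was 1.99. Here, too, sites in genes of another class or outside annotated genes are included, so these are not sites per gene of a class. ND5, the gene with the most sites in ESC nuclei, counts among the genes of ESC nuclei alone. Without mitochondrial sites the ESC nuclear values were 3.94 and 6.65 sites per gene. With at least 20 reads in every library the differences did not pass (permutation test, p = 0.970 for ESC nuclei and 0.0712 for brain nuclei). With a rate of at least 0.3 the ESC nuclear difference did not pass either (permutation test, p = 0.269). The brain nuclear difference also failed to pass when sites within 10 nt were counted once (permutation test, p = 0.380). Before the structure filter it failed without any 1 of the ESC nuclear replicates 1, 2 and 3 (permutation test, p = 0.0679, 0.109 and 0.0570).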

Unlike in the total poly(A) RNA samples, however, the frequency of methylation in the sample-specific methylated transcripts was slightly lower in brain (6.9 sites/gene) than in ESCs (8 sites/gene), while the opposite trend was apparent in total poly(A) RNA. We also detected several non-coding RNAs in our samples (Additional files 4, 5, 7, and 8). For example, the highly expressed long non-coding RNA (lncRNA) Malat1 was found to contain methylated cytosines in its 5′ region in both ESC and brain (Additional files 4 and 5). However, overall the number of detected ncRNAs was small in both total and nuclear poly(A) RNA.

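Malat1, a nuclear long non-coding RNA transcribed from the minus strand of chromosome 19, carried 16 sites in total RNA of ESCs between 5801541 and 5802109, with a mean methylation rate of 43.3% ± 1.43 (SD, n = 3 libraries). In the brain it carried 14 sites between 5802002 and 5802070 at 35.1% ± 1.39 (SD, n = 3). In nuclei it carried 17 sites at 45.7% ± 0.556 in ESCs and 16 at 33.9% ± 2.33 in the brain (SD, n = 3 each). Snhg11, a host gene of small nucleolar RNAs expressed in neurons, had 3 sites in total RNA of the brain at 36.1% ± 7.48, 14 in brain nuclei and 9 in ESC nuclei. The imprinted non-coding gene Meg3 had 1 site in total RNA of the brain, 6 in brain nuclei and 2 in ESC nuclei, and Miat had 1, 2 and 0. Neat1, which builds nuclear paraspeckles, had 7 sites in ESC nuclei alone, at 41.1% ± 9.19 (SD, n = 3). Snhg1 had 12 intronic sites in total RNA of ESCs and none in the brain.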

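Sites in annotated non-coding RNAs numbered 66 in total RNA of ESCs, a share of 0.875% of the list (95% interval 0.689 to 1.11), and 40 in that of the brain, a share of 1.93% (95% interval 1.42 to 2.61). In nuclei they numbered 120 in ESCs, a share of 0.961% (95% interval 0.804 to 1.15), and 59 in the brain, a share of 0.747% (95% interval 0.580 to 0.963). Malat1 alone thus gave more than any other non-coding RNA named here in total RNA. Sites in introns of non-coding genes were counted as intronic.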

Taken together, these results show that there are considerable differences in m5C prevalence and distribution between ESCs and adult brain. In particular, ESCs have an overall higher degree of methylation in both total and nuclear poly(A) RNA, and these m5Cs are distributed across a wider variety of transcripts than in the brain. Furthermore, poly(A) RNA derived from nuclear RNA exhibits substantially more methylated Cs in both samples, translating into higher m5C per transcript rates than in total poly(A) RNA.

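In nuclear RNA, too, the shared sites mostly had the higher rate in ESCs. Ptprf, a receptor phosphatase gene, had a 3′ UTR site at 4:118208736 at 95.1% ± 1.29 in ESC nuclei and 26.4% ± 0.723 in brain nuclei (SD, n = 3 libraries each, coverage 57 to 342). Its log2 odds ratio was 5.77 (standard error 0.43, edgeR adjusted p = 4.9e-11). An intronic site of the chromatin remodeller gene Chd4 at 6:125117730 was at 100% ± 0 and 56.7% ± 4.80 (SD, n = 3 each, edgeR adjusted p = 0.000209). The intronic sites of Arl14ep at 2:106971273 and 2:106971271 were at 100% ± 0 in ESC nuclei and at 74.1% ± 16.8 and 73.4% ± 21.6 in brain nuclei (SD, n = 3 each, edgeR adjusted p = 0.00360 and 0.00647). With no read of a thymine in ESC nuclei, the size of the odds ratio is not determined at the Chd4 and Arl14ep sites. The intronic site of Vdac2, a mitochondrial channel gene, at 14:21842133 had a log2 odds ratio of 4.35 (standard error 0.93, edgeR adjusted p = 0.00147). The second Arl14ep site did not pass without ESC nuclear replicate 3 (edgeR adjusted p = 0.0587). In the other direction, 3:5860464 was at 63.8% ± 3.78 in ESC nuclei and 94.7% ± 0.950 in brain nuclei (SD, n = 3 each, log2 odds ratio -3.29, edgeR adjusted p = 2.7e-10). Lars2 at 9:123462017 was at 91.2% ± 2.65 and 95.4% ± 0.764 (SD, n = 3 each, log2 odds ratio -0.94, edgeR adjusted p = 0.00155, but 0.122 by limma). Whether reads of 3:5860464 and of this Lars2 site come from rRNA was not tested. Cercam (2:29882510, log2 odds ratio -1.45, edgeR adjusted p = 0.0380) and Tle5 (10:81559594, edgeR adjusted p = 0.0448) passed more weakly. Cercam did not pass when any 1 of the 6 libraries was left out (edgeR adjusted p from 0.0534 to 0.115). Tle5 did not pass in limma (adjusted p = 0.102) or without any library other than brain nuclear replicate 2 (edgeR adjusted p from 0.0721 to 0.161). Among the 1024 shared sites the median rate was 56.2% in ESC nuclei and 41.4% in brain nuclei, and 839, or 81.9%, had the higher mean in ESCs. In edgeR, 254 sites passed an adjusted p of 0.05, 250 of them higher in ESCs. Without ESC nuclear replicate 3, 134 passed. At 424 sites, or 41.4%, the libraries did not overlap, where chance gives 10%. The ESC nuclear libraries had fewer called cytosines than the brain nuclear ones, by a ratio of 0.636 that did not pass (exact permutation test, two-sided, p = 0.4). Per 1000 analysed cytosines the ratio was 1.62 (10.8 ± 1.91 against 6.65 ± 3.94, SD, n = 3; exact permutation test, two-sided, p = 0.3). The higher number of sites in the ESC list depends on brain nuclear replicate 2. Before the structure filter, the ratio of ESC to brain nuclear sites was 1.46, and 1.16, 0.406 and 1.26 without brain nuclear replicates 1, 2 and 3. Brain sites then needed a call in 2 libraries and ESC sites in 3, which lowers each of these ratios. With 2 libraries for either sample, there were 28051 to 30765 ESC nuclear sites, and 19274, 54933 and 17626 brain nuclear sites without replicates 1, 2 and 3. The 54933 sites rest on replicates 1 and 3, and the spike-in conversion rate of replicate 3 was 0.953, the lowest of the brain nuclear libraries. From the numbers of sites and genes in total and nuclear RNA, the paper concludes that ESCs are more highly methylated than the brain, over a wider variety of transcripts.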

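Mitochondrial sites were shared between total and nuclear RNA in ESCs and not in the brain. In ESCs, 5082 sites were in both lists, 67.4% of the total list and 40.7% of the nuclear list, and 1703 of them were mitochondrial. In the brain, 799 sites were in both lists, 38.5% of the total list and 10.1% of the nuclear list, and none was mitochondrial. At shared sites edgeR called no difference in rate between nuclear and total RNA with all libraries. The median rate of the ESC sites was 52.2% in nuclei and 56.0% in total RNA, and that of the brain sites was 41.9% and 40.6%. In ESCs, 0 of 5082 sites passed an adjusted p of 0.05 in edgeR, with 528 at an unadjusted p under 0.05, and 0 passed in limma. A Fisher exact test on pooled reads, which leaves out the variation between libraries, called 1014. At 795 sites, or 15.6%, the libraries did not overlap, where chance gives 10%. Without ESC nuclear replicate 1, edgeR called 648 sites, 637 of them lower in nuclei. In the brain, 0 of 799 sites passed in edgeR, with 117 at an unadjusted p under 0.05, 0 passed in limma and the Fisher exact test called 169. At 139 sites, or 17.4%, the libraries did not overlap. In edgeR 37 sites passed before the structure filter, and 6 without brain nuclear replicate 2 (filter kept). Per 1000 analysed cytosines, nuclear libraries had 1.90 times as many calls as libraries of total RNA in ESCs and 2.76 times as many in the brain (exact permutation test, two-sided, p = 0.1 for each, the smallest possible). The paper states that the larger number of nuclear sites translates into more m5C per transcript.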

### Validation of methylation targets

As pointed out above, bisulfite-mediated deamination of cytosine is inhibited if the target cytosine is part of an RNA or DNA double strand. Although we have already applied stringent filtering to our dataset with respect to the potential of secondary structure formation, we further tested our method with strongly folded RNA oligonucleotides. To this end, we synthesized the following three RNA oligonucleotides forming highly stable hairpin structures: RNA I containing a six-nucleotide-long C:G stem and a UUCG tetraloop, RNA II corresponding to a recently published quadruplex structure [36], and RNA III corresponding to the repeat 8 region of human XIST RNA [34, 37] (Additional file 2: Figure S4). These oligos were subjected to our bisulfite treatment protocol and subsequently analyzed by mass spectrometry. The results clearly show complete conversion of all Cs to Us even in the extended C:G stem structure of RNA I (Additional file 2: Figure S4), implying that potential secondary structures in the RNA source material can be overcome by this method.

In order to validate our results from the BS-seq analysis by yet an alternative method, we chose several candidate transcripts to confirm their methylated state by methyl-RNA immunoprecipitation (meRIP) using an antibody against m5C (Fig. 2a). Using immuno-northern blot with in vitro generated control transcripts in which 0%, 50%, or 100% of all Cs were replaced by m5Cs, we first showed that the anti-m5C antibody specifically recognizes m5C-containing but not unmethylated transcripts (Additional file 2: Figure S5). Out of the 16 candidate transcripts that were analyzed, meRIP revealed significant enrichment over the IgG control reactions of 13 candidates. The TATA binding protein (*Tbp*) transcript that was not called as a methylation target in our analysis served as a negative control and showed no enrichment (Fig. 2b).

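Tbp had no site in any final list. It had 1 called cytosine in a single ESC library list of total RNA, none in the brain, 2 in ESC nuclei and 9 in brain nuclei, and none of them was called in all 3 libraries. Of the 16 transcripts of Fig. 2b, 14 had a site in the ESC list of total RNA. Mdc1 had the most, 26 sites in its 3′ UTR at a mean methylation rate of 64.2% ± 2.83 (SD, n = 3 libraries), followed by Malat1. Elp3 had 6 sites in its 3′ UTR (chromosome 14, 65530744 to 65531187) at 36.5% ± 3.79, and Rps10 had 3 sites in its CDS at 58.0% ± 11.0 (SD, n = 3 each). The others had 1 site each. The site of the creatine kinase gene Ckb, in its CDS at 12:111670207, was at 69.6% ± 9.65 and that of Tmem101, in the 3′ UTR at 11:102152703, at 71.7% ± 8.52. Nelfb, a factor of transcriptional pausing, had a CDS site at 2:25203183 at 66.5% ± 5.70. The 3′ UTR site of Csnk1d at 11:120962331 was at 52.0% ± 3.46 and that of Xaf1 at 11:72312864 at 42.0% ± 7.28 (SD, n = 3 each). The site of Lars2 was at 96.5% ± 0.231, and that of Ndufb8, in the CDS at 19:44555342, at 25.9% ± 5.32 (SD, n = 3 each). Polr2j, Wbp2 and Znrf1 also had a site each. Itm2c and Mxra7 had none in this list.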

**Fig. 2:**
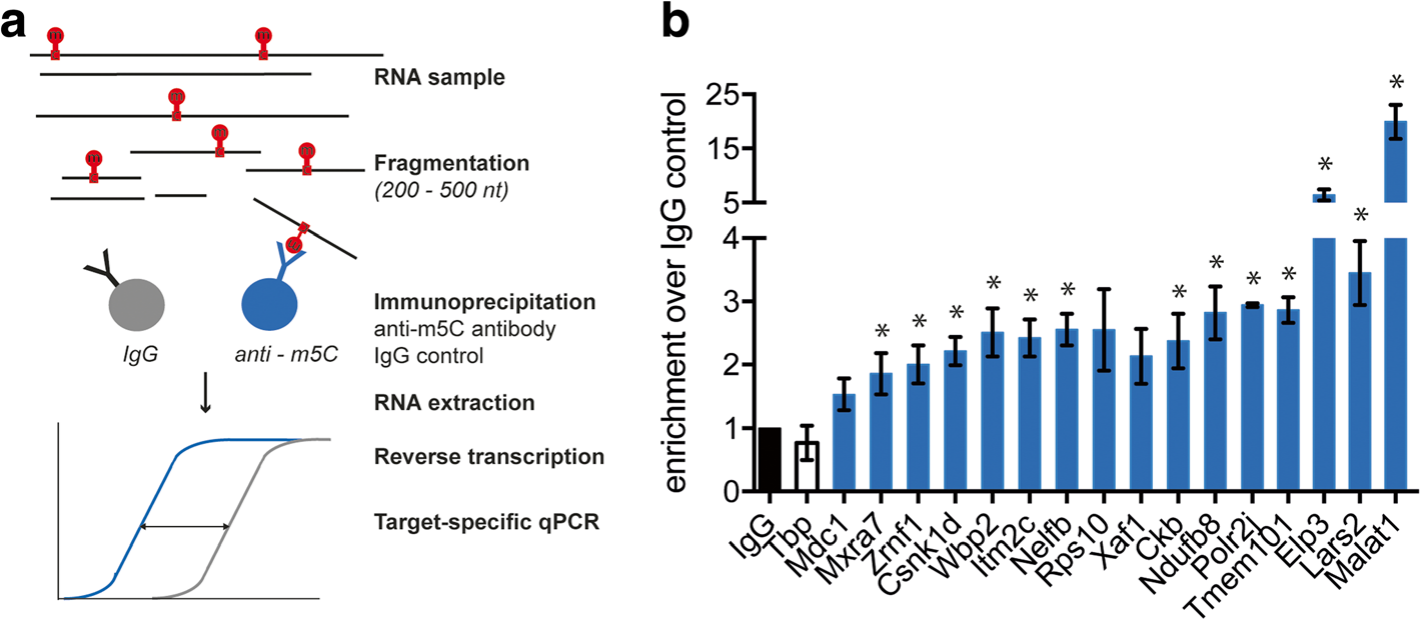
Verification of candidate methylated transcripts by meRIP. **a** Graphical depiction of the meRIP approach. RNA was extracted from cells, chemically fragmented, incubated with an anti-5-methylcytosine antibody or IgG, and antigen-antibody complexes were captured with protein A beads. Specific candidate RNAs (*blue bars* in **b**) were analyzed by qPCR of immunoprecipitated material, and enrichment relative to the IgG control (*black bar* in **b**) was calculated. **b** MeRIP shows significant enrichment of 13 out of 16 candidate transcripts. The *Tbp* transcript (*white bar*) served as a negative control, since it was not detected in our m5C dataset. Data are shown as mean ± standard error of the mean (*SEM*) of three independent experiments. Statistical significance was determined by unpaired *t* test, significance threshold *p* < 0.05 (*)

Taken together, using two alternative methods (mass spectrometry and meRIP) to validate our bisulfite treatment protocol and results, and taking into account the high deamination rates of the unmethylated spike-in controls and the stringent m5C calling parameters, we are confident that our m5C data represent a reliable picture of the methylcytosine epitranscriptome in ESCs and the mouse brain.

### Differential methylation patterns in ESC and brain are typically not caused by differential expression

To examine sample-dependent differences observed in the methylation patterns of ESC and brain, we assigned the identified methylated sites to three groups: *unique* methylation sites in ESCs and brain, respectively (these two groups comprise sites that were found methylated in three replicates of one but in none of the other sample), and *common* methylated sites (those found in three replicates of one and in at least one replicate of the other sample). We then determined if the sites present in the *unique* group were not present in the other sample because they were on transcripts not expressed in the other sample or the site was not covered by >10 reads, or if they were not methylated above the threshold of 0.2 even though the sequencing coverage of the site was sufficient in the other sample. We found 4461 uniquely methylated sites on annotated transcripts in total RNA from ESCs. 

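Sites unique to total RNA of ESCs, called in no brain library, numbered 5214, or 69.1% of the ESC list. By the annotation used here, 4418 of them lay in annotated transcripts, 3672 in exons and 746 in introns, in 1425 genes, and 796 lay outside. Among the unique sites 1406, or 27.0%, were mitochondrial, from genes such as ND1, which had 216 ESC sites and none in the brain list. Nanog, a transcription factor gene of pluripotent cells, had 41 sites in ESCs and none in the brain list. The coverage of these positions in the brain is not analysed here, since the lists give it only for called cytosines.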

Only 3% of these transcripts were expressed with a mean normalized count of <10 reads in the brain, indicating that the remaining majority of these transcripts were indeed expressed in the brain. Interestingly, 57% of the sites methylated in ESCs on these transcripts were not methylated in the brain, although the specific sites were covered by >10 reads, while 44% of the sites were not covered by enough reads to make the cut-off for calling (Fig. 3a). Thus, we conclude that the majority of uniquely methylated sites on annotated transcripts in ESCs are due to differential methylation rather than differential or lacking expression between ESCs and brain.

**Fig. 3:**
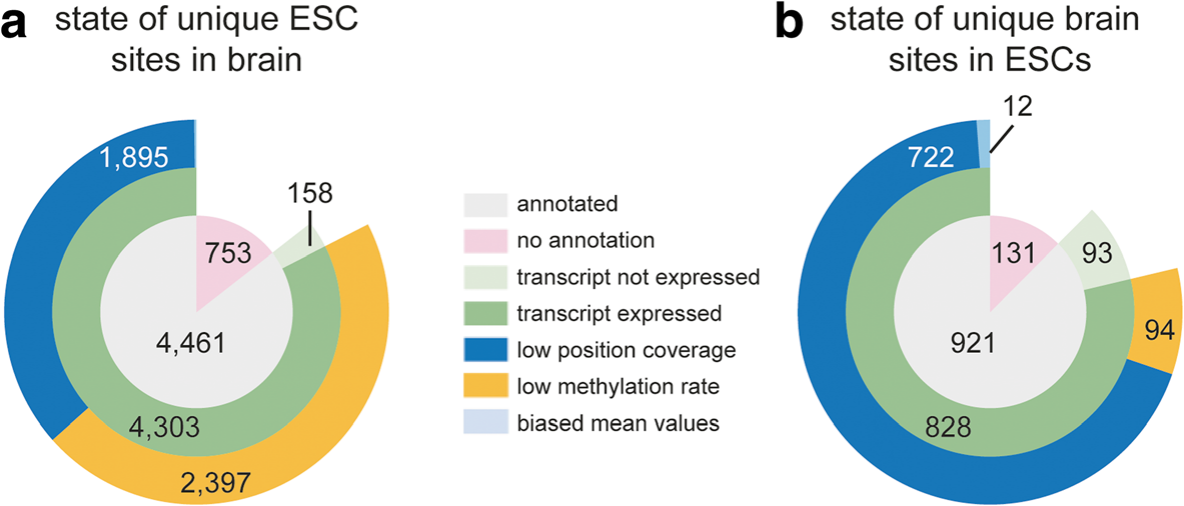
The majority of uniquely methylated cytosines in ESC total poly(A) RNA are due to differential methylation rather than differential expression between ESC and brain. **a** The expression levels and methylation rates of m5Cs identified as unique to ESCs were analyzed in the brain samples. **b** The expression levels and methylation rates of m5Cs identified as unique to brain were analyzed in the ESC samples. Multi-level pie charts display the numbers of sites on annotated and non-annotated transcripts in the *innermost ring*, the numbers of sites on transcripts with a mean normalized count of more (*dark green*) or fewer (*light green*) than 10 reads in the *middle ring*, and the numbers of sites with sequence coverage <10 reads (*blue*) or sequence coverage >10 reads but methylation rate lower than 0.2 (*yellow*) in the *outer ring*. Positions in which the mean values for coverage and non-conversion were skewed towards methylation by an individual replicate were classified as *biased mean*

When taking a closer look at the *unique* group of methylations from brain total poly(A) RNA, we observed a different picture (Fig. 3b). We found 921 unique sites on annotated transcripts. However, a larger fraction (8.8%) than in ESCs resided on transcripts not expressed in ESCs. Also, the vast majority of sites on the expressed transcripts (87%) were not covered by enough reads in ESCs to match the m5C calling criteria, indicating low overall expression of the respective transcripts in ESCs. 

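Sites unique to total RNA of the brain, called in no ESC library, numbered 1052, or 50.7% of the brain list, and none of them was mitochondrial. By the annotation used here, 932 lay in annotated transcripts, 845 in exons and 87 in introns, in 311 genes, and 120 lay outside. Dgke, a diacylglycerol kinase gene, had a 3′ UTR site at 11:89036288 at 96.1% ± 3.35 (SD, n = 3 libraries, coverage 35 to 85) that was called in no ESC library of total or nuclear RNA.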

Eleven percent of the uniquely methylated sites on annotated transcripts from the brain showed clear differential methylation, as they were sufficiently covered by sequencing but did not reach the limit of 20% methylation in ESCs (Fig. 3b). Collectively, these results suggest that cytosine methylation in mRNAs can occur in a highly cell/tissue type-specific manner that is independent of transcript expression levels and that this appears to be an ESC-specific feature.

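Nuclear sites were sorted in the same way. Unique to ESC nuclei were 8484 sites, or 67.9% of the ESC nuclear list, of which 6508 lay in annotated transcripts of 1595 genes, 3370 in exons and 3138 in introns. Of these unique sites 1847, or 21.8%, were mitochondrial. Unique to brain nuclei were 5798 sites, or 73.5% of the brain nuclear list, of which 4976 lay in annotated transcripts of 1196 genes, 675 in exons and 4301 in introns. This number depends on brain nuclear replicate 2: before the structure filter 11174 sites were unique to brain nuclei, and 45786 without that library. A site in a CA repeat at 7:64754176, outside annotated genes, was at 95.4% ± 1.97 in brain nuclei (SD, n = 3 libraries, coverage 16 to 156) and was called in no ESC library.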

We also performed the same analyses for the analogous samples from nuclear poly(A) RNA. However, in that case the fraction of sites that did not reach sufficient read coverage in the opposite sample was much higher (especially for the brain samples), suggesting that low expression was the major reason for the occurrence of uniquely methylated cytosine positions (Additional file 2: Figure S6).

### Cytosine methylated transcripts are involved in general and cell type-specific functional pathways

To determine if cytosine methylation is linked to specific functional roles in the cell, we performed Gene Ontology (GO) term enrichment analyses of target mRNAs identified in ESCs and brain. 

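Of 36 pluripotency genes, 16 had sites in ESCs and not in the brain and none had sites in the brain, a difference that did not pass (adjusted p = 0.448, Fisher exact test as below). Nanog led with a mean methylation rate of 61.0% ± 1.49 over its sites (SD, n = 3 libraries), followed by Tfcp2l1 with 17 sites at 36.9% ± 6.29, Tdgf1 with 13 at 57.3% ± 8.27 and Zfp42 with 7 at 43.8% ± 5.09 (SD, n = 3 each). Of 63 cell cycle genes, 17 had sites in ESCs alone and none in the brain. They include Ccnb1, which encodes a mitotic cyclin, with 4 sites at 53.7% ± 8.66, and Mcm7, a subunit of the replicative helicase, with 3 at 69.5% ± 5.46 (SD, n = 3 each). Of 62 genes of mRNA processing and splicing, 25 had sites in ESCs alone, none in the brain alone and 4 in both. The splicing factor gene Srsf6 had 13 sites at 62.3% ± 6.68 and Rbm25 had 11 at 49.8% ± 3.43 (SD, n = 3 each). Of 66 genes of chromatin modification, 15 had sites in ESCs alone and 1 in the brain alone, among them Arid1a with 10 sites at 49.98% ± 4.89 and Smarca5 with 7 at 39.7% ± 0.544 (SD, n = 3 each). Of 45 translation genes, 20 had sites in ESCs alone and 1 in the brain alone. Of 36 genes of the DNA damage response the numbers were 9 and 0, and of 31 genes of embryonic development 4 and 1. Synapse genes carried sites more often in the brain. Of 60 such genes, 5 had sites in the brain alone, among them Dlg4 with 3 sites at 51.5% ± 1.31, Shank3 with 2 at 38.4% ± 4.95 and Cplx2 with 1 at 28.3% ± 2.57 (SD, n = 3 each). A single synapse gene had sites in ESCs alone, and 1 had sites in both. Of 46 ion transport genes, 3 had sites in the brain alone, among them the channel gene Scn2b with 4 sites, and 4 had sites in ESCs alone. Of 43 genes of nervous system development the numbers were 1 and 3. Among markers of other brain cells, the microglial genes C1qc and Csf1r had 5 and 1 sites and the astrocyte gene Gfap had 2 in the brain and none in ESCs, while 1 other gene of each of these lists had sites in ESCs alone. Each of 23 lists was tested by comparing genes with sites in ESCs alone (1397) and in the brain alone (258) with a Fisher exact test. Expression was not taken into account, so differences in which genes are expressed cannot be told apart from differences in methylation. Only the synapse list passed after adjustment over the lists (odds ratio 0.0362, adjusted p = 0.0107, two-sided), and it did not pass at a methylation rate of at least 0.3 in every library (adjusted p = 0.401). The list of mRNA processing had an adjusted p of 0.272, and every other list had 0.353 or more. Before the structure filter and without brain total replicate 3, the ion transport list passed as well (adjusted p = 0.0353).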

For transcripts methylated uniquely in ESCs, we found highly significant (*p* < 0.01) enrichment of categories corresponding to cell cycle, RNA processing and transport, chromatin modification, and development-related processes, while unique brain targets showed strong overrepresentation of GO terms linked to transport, nervous system development, synapse function, and protein targeting. 

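Among the 228 genes with sites in both samples, 3 belonged to the list of lipid metabolism, a share of 1.32%, against 9 of the 1397 genes with sites in ESCs alone and 1 of the 258 with sites in the brain alone. They include Fasn, the fatty acid synthase gene, with 11 ESC sites at a mean methylation rate of 36.9% ± 3.47 (SD, n = 3 libraries) and 7 brain sites, and Pgs1 with 7 and 4 sites. Of the kinases and phosphatases, 6 had sites in both samples, a share of 2.63%, 11 in ESCs alone and 1 in the brain alone. Akt1, a kinase gene of growth signalling, had 6 ESC sites at 62.9% ± 2.36 (SD, n = 3) and 1 brain site, and Gsk3a had 4 and 2. Of the ion transport genes, 2 had sites in both samples. The class of genes with sites in both was not tested against a background.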

Lipid metabolism, phosphorylation, and transport dominated the GO term analysis of transcripts that were found to be methylated in both ESCs and the brain (Fig. 4). These results indicate that cytosine methylation affects transcripts that are important for general cell metabolism as well as for processes that reflect the specific functions of the respective cell type/tissue.

**Fig. 4:**
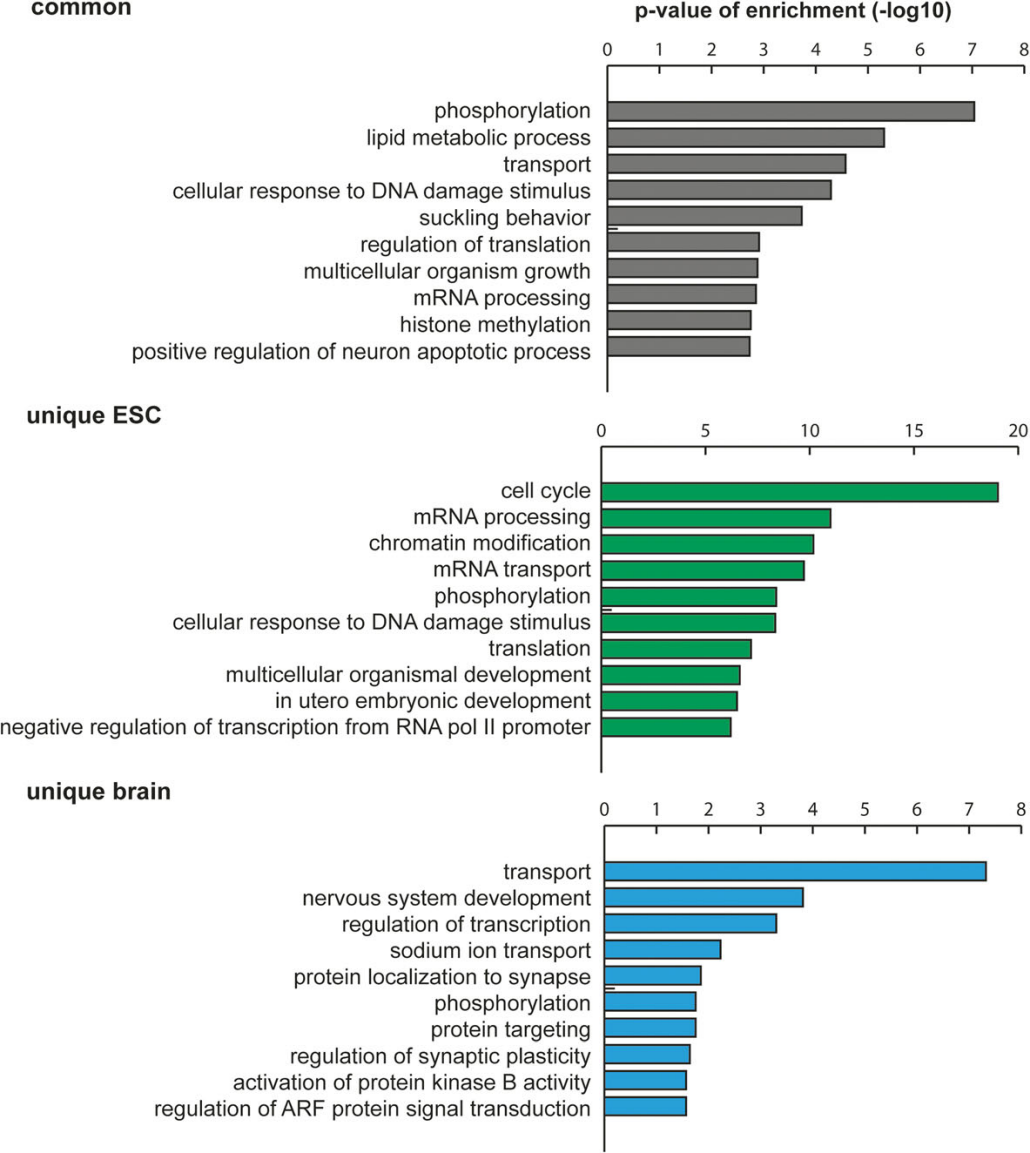
GO term enrichment analysis reveals distinct predominance of different gene categories in transcripts methylated in both ESCs and brain (*common*) versus transcripts methylated uniquely in one of the samples (*unique*). GO terms were analyzed with DAVID and further clustered using REVIGO. The ten most significantly enriched categories are shown

### Methylated cytosines show common and distinct distribution features in ESCs and in the brain

#### Total poly(A) RNA

To gain a better understanding of the distribution of m5C sites in the mouse transcriptome, we examined the location of all m5Cs with respect to underlying transcript features. The majority of m5C sites were detected in the three segments of mRNA, 5′ UTR, coding sequence (CDS), and 3′ UTR, in both ESC and brain total poly(A) RNA, while about 26% (ESC) and 17% (brain) mapped to intronic and non-annotated sequences (Fig. 5a). 

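In total RNA of ESCs, 37.6% of the sites lay in the CDS (95% interval 36.5 to 38.7), 24.9% in 3′ UTRs (23.9 to 25.9) and 8.57% in 5′ UTRs (7.96 to 9.22). In the brain 19.3% lay in the CDS (17.7 to 21.1), 42.5% in 3′ UTRs (40.3 to 44.6) and 18.1% in 5′ UTRs (16.5 to 19.8). The SD of these shares over the replicate lists was between 0.787 and 5.98 percentage points. Introns held 11.9% of the ESC sites, in genes such as Srsf6 and Srsf3, and 5.88% of the brain sites, Qk among them. Positions without annotation held 16.2% and 12.3%, and 627 of these ESC positions were mitochondrial. Introns and positions without annotation together held 28.0% and 18.2%.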

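Much of the CDS signal of ESCs came from the mitochondrial genome. Of 2837 CDS sites, 1329, or 46.8%, lay in mitochondrial genes such as ND5 and ND2. In the brain 72 of 401 CDS sites did, or 18.0%. Mitochondrial genes have no annotated UTRs. Among nuclear-encoded genes of ESCs, sites in 3′ UTRs outnumbered those in the CDS, 1878 against 1508. The ratio of CDS to 3′ UTR sites was 1.51 with the mitochondrial sites and 0.803 without them in ESCs. In the brain it was 0.455 and 0.373, while before the structure filter 28.9% of the brain sites lay in the CDS and 30.7% in 3′ UTRs. Among genes with many brain sites, Ddhd2, Idi1 and Gnl3l carried all of them in the 3′ UTR, with 24, 19 and 19 sites.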

Interestingly, there was a difference between ESC and brain, since in ESC total poly(A) RNA most methylated cytosines were detected in the coding sequence of mRNAs, while in the brain most sites were present in the 3′ UTRs (Fig. 5a). 

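For each segment, methylated cytosines were compared with all other cytosines of the mRNAs that carry a site, 5361 sites among 1248287 cytosines in ESCs and 1657 among 435102 in the brain, by a two-sided Fisher exact test. All cytosines were counted whether or not they had enough reads for a call. Where m5C lies can therefore not be told apart from where calls were possible. In the 5′ UTR the odds ratio was 1.56 in ESCs (95% interval 1.43 to 1.69, exact p = 2.0e-23) and 3.19 in the brain (2.84 to 3.58, exact p = 3.6e-69). The 5′ UTR sites of ESCs include those of Akt1, Trim28 and Topbp1. In the CDS the odds ratio was 0.870 in ESCs (0.825 to 0.918, exact p = 4.1e-07) and 0.328 in the brain (0.293 to 0.367, exact p = 1.8e-97). Without the mitochondrial sites the CDS odds ratio of ESCs was 0.463 and the 5′ UTR odds ratio 2.17. The CDS depletion of ESCs changed to an odds ratio of 1.15 (exact p = 3.4e-05) with at least 20 reads in every library, and to 1.07 (exact p = 0.205) with isolated sites, which have no other site within 10 nt. The CDS odds ratio of the brain was 0.535 with isolated sites.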

Closer inspection of the annotated mRNAs revealed significant enrichment of m5C sites in the 5′ UTR and significant depletion in the CDS in brain and ESC mRNAs (Fisher exact test; Table 1). Unexpectedly, weak depletion (odds ratio: 0.94, *p* = 0.03) was detected in the 3′ UTR of total poly(A) RNA from ESCs, but not from brain. By contrast, looking only at methylation sites shared by both samples, we found significant enrichment in the 3′ UTR, while those found in ESCs only were depleted and those found uniquely in the brain were also enriched in the 3′ UTR (Additional file 2: Figure S7).

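In the 3′ UTR the odds ratio was 0.978 in ESCs (95% interval 0.924 to 1.03, exact p = 0.432) and 1.55 in the brain (1.41 to 1.71, exact p = 5.4e-19; two-sided Fisher exact test). Genes with many 3′ UTR sites include Mdc1 and Nanog in ESCs and Ddhd2 in the brain. The value of ESCs depended on which sites were counted. It was 1.58 without mitochondrial sites, 0.878 before the structure filter and 0.751 with at least 20 reads in every library. That of the brain was 0.958 (exact p = 0.186) before the structure filter and 1.14 (exact p = 0.297) with isolated sites. Before the structure filter, leaving out 1 library gave 0.837 to 0.957 in ESCs and 0.954 to 1.02 in the brain.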

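Sites common to both samples, called in all 3 libraries of the one and in at least 1 of the other, had an odds ratio of 1.45 in the 3′ UTR (exact p = 1.5e-16, two-sided Fisher exact test). Sites unique to ESCs had 0.756 (exact p = 1.0e-14) and sites unique to the brain 1.61 (exact p = 1.1e-11). In the CDS the values were 0.517, 1.13 (exact p = 0.000214) and 0.247. In the 5′ UTR they were 2.05, 1.42 and 3.76. The 3′ UTR depletion of sites unique to ESCs was present with mitochondrial sites, which make up 1406 of them. Without these the odds ratio was 1.26 in the 3′ UTR and 0.599 in the CDS. With a site called unique when it is in the ESC and not in the brain final list, they were 0.912 (exact p = 0.00252) and 0.953 (exact p = 0.0996). The Znrf1, Wbp2 and Xaf1 sites lie in the 3′ UTR in both.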

**Fig. 5:**
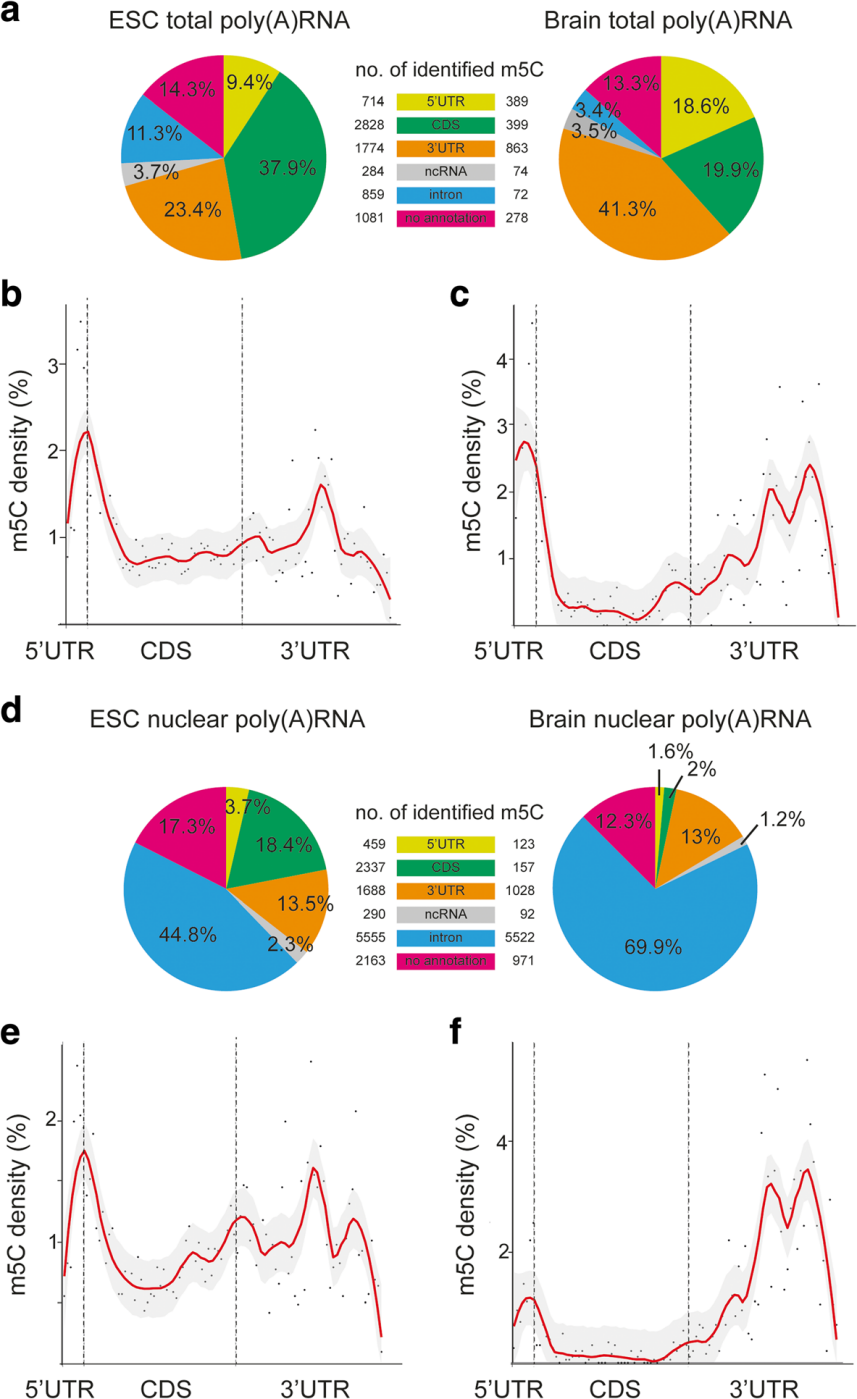
Methylated cytosines are preferentially located around the translational start codon of mRNAs. **a** The percentages of m5Cs detected in ESC (*left*) or brain (*right*) total poly(A) RNA mapping to the indicated transcript classes are shown. **b** Meta-gene profiles of all m5C locations detected in total poly(A) RNA of ESCs along the rescaled segments 5′ UTR, coding sequence (*CDS*), and 3′ UTR of a normalized mRNA are shown and indicate a peak of m5C at the translational start codon. *Red line* represents the loess smoothed conditional mean and *gray areas* the 0.95 confidence interval. *Dashed lines* separate the different mRNA segments at the translational start and stop codons. **c** Same as in **b** for brain total poly(A) RNA. **d** Pie chart of the percentages of m5Cs detected in the indicated transcript classes in ESC (*left*) or brain (*right*) nuclear poly(A) RNA. **e**, **f** Meta-gene analysis as in **b** reveals accumulation of m5C sites around the start codon in ESC (**e**) and brain (**f**) nuclear poly(A) RNA as well as in the 3′ UTR of brain nuclear RNA transcripts (**f**)

**Table 1:** Distribution of methylated Cs in transcripts of total and nuclear poly(A) RNA of ESCs and brain

	Fisher exact test			No. of m5Cs tested
	*p* value*	Odds ratio	95% confidence interval	
Total poly(A) RNA				
ESC				
5′ UTR	1.84E-37	1.74	1.60–1.88	714
CDS	2.22E-08	0.86	0.81–0.90	2828
3′ UTR	0.033	0.94	0.89–0.99	1775
AUG (+/– 25 nt)	2.87E-29	2.38	2.07–2.72	225
Brain				
5′ UTR	1.02E-81	3.51	3.13–3.94	389
CDS	3.11E-106	0.31	0.28–0.35	399
3′ UTR	6.02E-19	1.55	1.41–1.71	863
AUG (+/– 25 nt)	6.93E-27	3.84	3.09–4.71	98
Nuclear poly(A) RNA				
ESC				
5′ UTR	2.49E-09	1.36	1.23–1.50	459
CDS	3.53E-17	0.78	0.73–0.82	2337
3′ UTR	1.31E-07	1.18	1.10–1.25	1688
AUG (+/– 25 nt)	1.75E-30	2.57	2.19–2.96	203
Brain				
5′ UTR	0.001	1.37	1.13–1.65	123
CDS	1.74E-244	0.11	0.09–0.13	157
3′ UTR	1.12E-208	6.23	5.51–7.21	1028
AUG (+/– 25 nt)	1.98E-19	3.90	3.00–4.99	67

*Significance threshold *p* < 0.05

We then sought to determine if there is a potential location bias within the 5′ UTR, 3′ UTR, and CDS. To this end, meta-gene profiles were generated on normalized rescaled segments of the respective sections. For comparison, the same analyses were performed with Cs sampled randomly from the three segments of the same transcripts (Additional file 2: Figure S7). These analyses revealed a pronounced increase in m5C frequency towards the end of the 5′ UTR and at the very beginning of the CDS in both total poly(A) RNA samples, suggesting enrichment around the translational start codon (Fig. 5b, c, Additional file 2: Figure S7). Indeed, statistical analysis of m5C distribution in the vicinity of the start codon (+/– 25 nt) demonstrated highly significant enrichment of m5C in this region when compared to random C distribution (Table 1). Furthermore, we noted that the distribution of m5C sites in the 3′ UTRs was not uniform in the different transcript categories. Specifically, in transcripts methylated in total poly(A) RNA of both ESCs and brain, we observed increased m5C frequency in the middle of the 3′ UTRs, in transcripts uniquely methylated in the brain, the peak shifted towards the 3′ end, while in transcripts methylated in ESCs only, m5C distribution was flat (Additional file 2: Figure S7).

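In the brain the 5′ UTR sites lay towards the start codon. The last 25% of the 5′ UTR held 37.3% of the 5′ UTR sites of the brain and 25.8% of the 5′ UTR cytosines of the same mRNAs (two-sided Fisher exact test, exact p = 7.3e-07). In ESCs it held 34.8% of the sites and 25.5% of the cytosines (exact p = 1.3e-07). The first 10% of the CDS held 28.9% of the CDS sites of the brain and 10.7% of the cytosines (exact p = 9.3e-24). In ESCs it held 16.5% of the sites and 10.5% of the cytosines (exact p = 5.2e-22). Genes with most of their sites in the 5′ UTR include Akt1 and Ptpn11 in ESCs and Grin1, a glutamate receptor gene with 3 brain sites at 27.3% ± 3.40 (SD, n = 3 libraries) and 12 ESC sites.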

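Within 25 nt of the start codon lay 167 ESC sites, an odds ratio of 1.78 (95% interval 1.53 to 2.08, exact p = 1.6e-11, two-sided Fisher exact test), and 84 brain sites, an odds ratio of 3.37 (2.70 to 4.21, exact p = 5.0e-20). Without mitochondrial sites the odds ratios were 2.31 and 3.54. In bins of 10 nt counted from the A of the start codon, the share of cytosines called in ESCs was 1.27% from -50 to -41, 1.21% from -20 to -11 and 0.322% from 0 to 9. In the brain it was 2.38%, 2.50% and 0%, the latter being 0 of 918 cytosines. Of the 20 bins from -100 to 99, that from 0 to 9 had the lowest share in both samples. On the 3′ side the share reached 1.22% in ESCs (70 to 79) and 1.42% in the brain (30 to 39), and at the 5′ end, from -100 to -91, it was 0.417% and 0.937%. Isolated sites, with no other site within 10 nt, had odds ratios of 1.64 in ESCs and 3.34 in the brain. The odds ratios and the shares of the bins count cytosines whether or not they had enough reads for a call.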

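Each 3′ UTR was divided into 3 parts of equal length. Of 273 3′ UTR sites in both final lists, 25.6% lay in the first part, 51.3% in the middle and 23.1% in the last. Of 608 sites in the brain list alone, 38.0% lay in the last part, an odds ratio of 2.04 against the sites in both (two-sided Fisher exact test, p = 1.4e-05). Of 1605 sites in the ESC list alone, 30.4% lay in the first part, 44.7% in the middle and 24.9% in the last, an odds ratio of 1.10 for the last part (exact p = 0.544). Nrcam and Dlg4 are genes with 3′ UTR sites in the brain list alone, Nanog and Tfcp2l1 in the ESC list alone. With at least 20 reads in every library the brain shift was not seen (odds ratio 0.810, exact p = 0.404). With sites unique to a sample defined as called in no library of the other, 39.9% of the brain sites and 21.8% of the ESC sites lay in the last part, and the odds ratio of ESCs was 0.688 (exact p = 0.000292). Before the structure filter, the ESC odds ratio was 0.804 without brain total replicate 1 and 0.802 without brain total replicate 3 (exact p = 0.0310 and 0.0325), against 0.943 (exact p = 0.615) with all libraries.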

In summary, we find a previously unknown distinct propensity for m5C to accumulate around the translational start codon in total poly(A) RNA. By contrast, the CDS is depleted of m5C. 

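From the odds ratios of the segments and the profiles along rescaled transcripts, the paper concludes that m5C accumulates around the translational start codon in total poly(A) RNA and is depleted in the CDS. Among nuclear-encoded mRNAs of ESCs, 37.4% of the sites and 56.3% of the cytosines lay in the CDS. In the brain these shares were 20.8% and 49.1%. For the 3′ UTR, the paper proposes that methylation is linked to the cell type and to the nature of the transcript.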

The 3′ UTRs show a differentiated picture, with clear enrichment for m5C positions found in brain and weak or no enrichment for sites exclusively methylated in ESCs. Thus, cytosine methylation in the 3′ UTR appears to be linked to the cell type as well as to the nature of the transcript.

#### Nuclear poly(A) RNA

Performing the same analyses as described above with the m5Cs detected in the nuclear fraction of poly(A) RNA revealed substantial differences in the m5C distribution pattern in nuclear poly(A) RNA compared to total poly(A) RNA. In both ESCs and brain, the great majority of m5C sites mapped to introns and non-annotated sequences in nuclear RNA. This was particularly pronounced for brain RNA, where 69.9% of all detected m5Cs decorated intronic sequences (ESCs 44.8%). 

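Introns held 5504 sites in brain nuclei, a share of 69.7% (95% interval 68.7 to 70.7, SD over replicate lists 6.72), and 5516 in ESC nuclei, a share of 44.2% (43.3 to 45.0, SD 6.98). In brain nuclei they include the sites of Kcnip4, Luc7l2 and Fgf14, and in ESC nuclei those of Nop2 and the site of Chd4 at 6:125117730. Positions without annotation held 12.8% in brain nuclei and 18.7% in ESC nuclei, and introns and such positions together held 82.5% and 62.8%. Of the intronic sites, 96.3% in brain nuclei and 96.7% in ESC nuclei lay in bases masked as repeats in the reference genome. Of all cytosines of the same introns, 28.0% and 29.5% did.

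**Figure D2:**
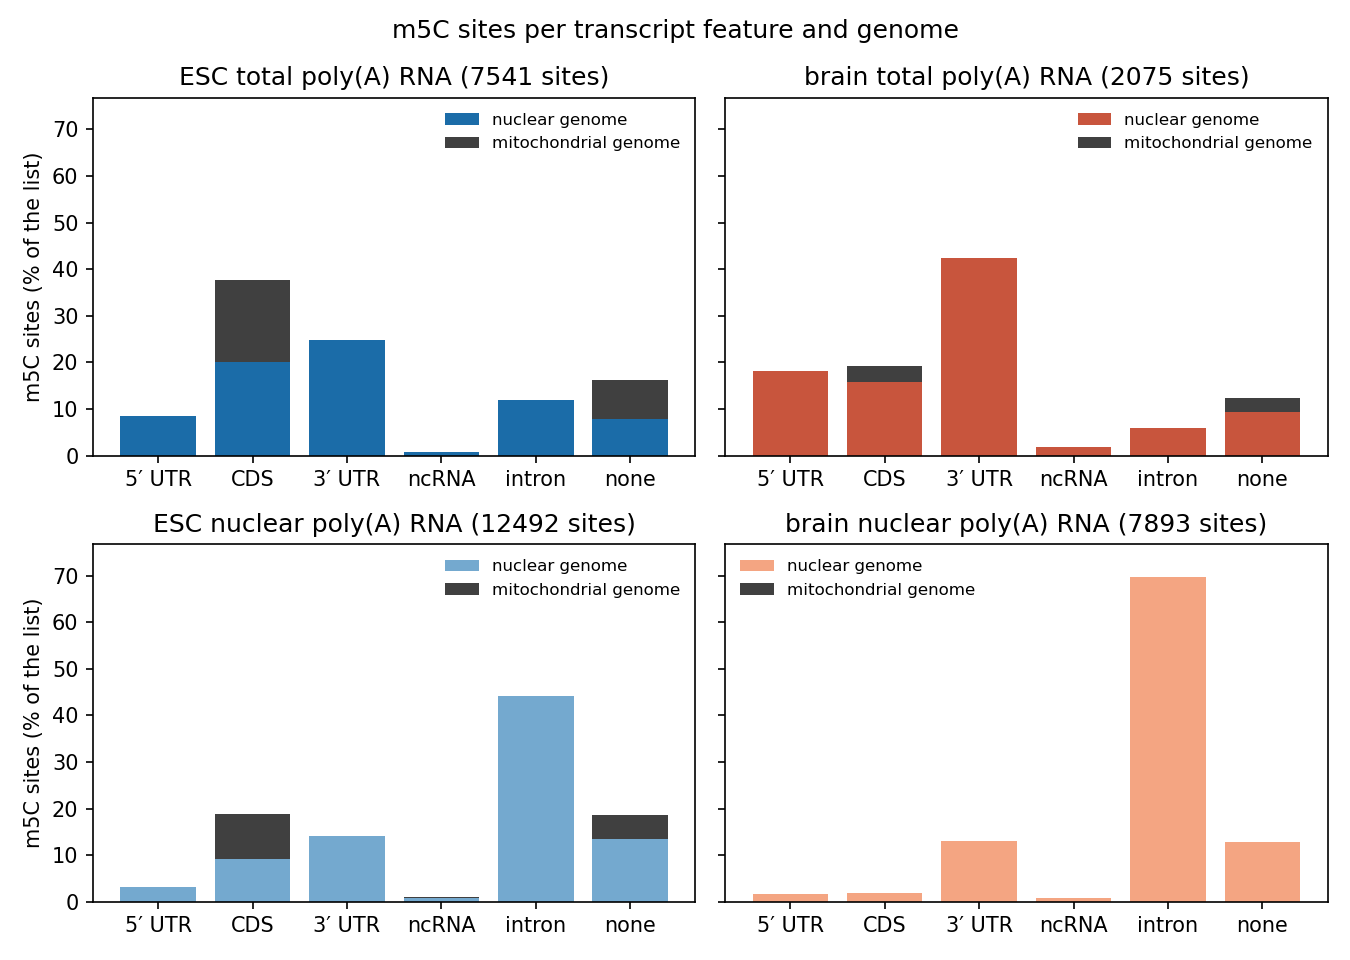
Share of the final list of sites, in percent, by transcript feature (5′ UTR, CDS, 3′ UTR, ncRNA, intron, no annotation), for total and nuclear poly(A) RNA of ESCs and brain, with the mitochondrial part in black. Introns hold 69.7% in brain nuclei, and 46.8% of the CDS sites in total RNA of ESCs are mitochondrial.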

Similar to the poly(A) RNA samples, we found for the mRNA sequences that the relatively largest fraction of m5Cs mapped to the CDS in ESCs and to the 3′ UTR in the brain, respectively (Fig. 5d). 

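In ESC nuclei 2349 sites lay in the CDS and 1767 in 3′ UTRs, 18.8% and 14.1% of the list, and 408 in 5′ UTRs. Of the CDS sites, 1192, or 50.7%, lay in mitochondrial genes such as ND5 and CYTB, and without them the ratio of CDS to 3′ UTR sites went from 1.33 to 0.655. In brain nuclei, where no site was mitochondrial, 157 sites lay in the CDS and 1033 in 3′ UTRs, 1.99% and 13.1% of the list, a ratio of 0.152. These shares were 4.86% and 10.5% before the structure filter. With 1 library left out as well, they lay between 1.85% and 6.54% (without brain nuclear replicate 2) and 5.97% and 10.2% (without replicate 1). Mdc1 contributed 21 of these 3′ UTR sites.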

Enrichment analysis again revealed significant enrichment of m5Cs in 5′ UTRs, although it was less pronounced than in total poly(A) RNA (Table 1; Fig. 5e, f). In contrast to total RNA, however, m5C sites were weakly enriched in the 3′ UTR of ESCs and strongly enriched in brain mRNAs (Table 1). Also in this case, a location change of the 3′ UTR peak towards the 3′ end was clearly detectable between transcripts methylated in both ESC and brain and those uniquely methylated in the brain. 

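In ESC nuclei the odds ratio was 1.16 in the 5′ UTR (95% interval 1.05 to 1.29, exact p = 0.00395, two-sided Fisher exact test) and 1.21 in the 3′ UTR (1.14 to 1.28, exact p = 1.1e-09). In brain nuclei it was 1.54 in the 5′ UTR (1.29 to 1.85, exact p = 7.6e-06) and 4.87 in the 3′ UTR (4.27 to 5.55, exact p = 1.3e-154). Of all mRNA sites in brain nuclei, 78.1% lay in 3′ UTRs, which held 42.5% of the cytosines. Without mitochondrial sites the ESC nuclear values were 1.64 in the 5′ UTR and 2.12 in the 3′ UTR. The brain nuclear values before the structure filter were 2.21 in the 5′ UTR and 2.29 in the 3′ UTR, the latter 1.78 without replicate 1, 3.33 without replicate 2 and 2.29 without replicate 3. With isolated sites the brain nuclear values were 1.74 in the 5′ UTR and 2.27 in the 3′ UTR. With at least 20 reads in every library the ESC nuclear values were 0.910 (exact p = 0.193) and 0.906 (exact p = 0.0118). In the 5′ UTR the ESC nuclear value was also 0.906 (exact p = 0.432) with isolated sites and 1.04 (exact p = 0.389) with any transcript of a gene in place of 1. In the 3′ UTR it was 1.03 (exact p = 0.113) without ESC nuclear replicate 1 before the structure filter. The 3′ UTR sites shared by both kinds of nuclei include those of Mdc1, Ptprf and Cercam.

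**Figure D3:**
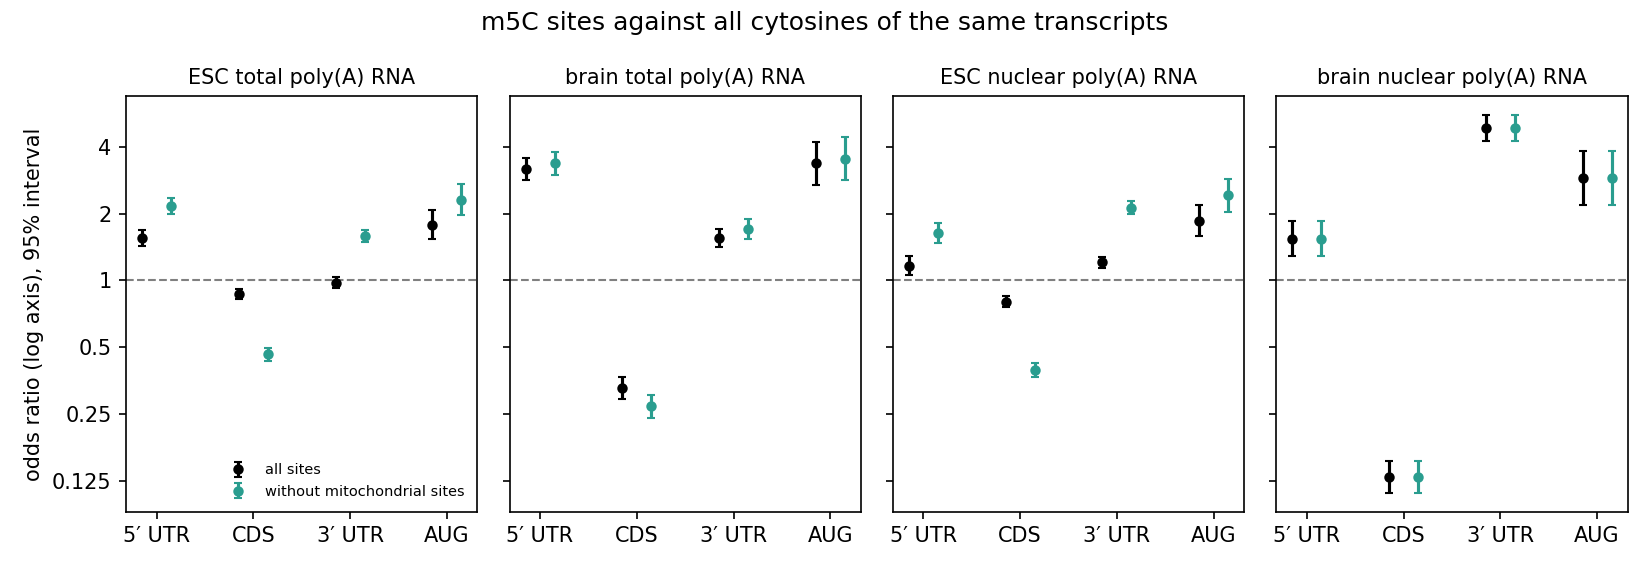
Odds ratio of methylated against all other cytosines in the 5′ UTR, CDS and 3′ UTR and within 25 nt of the start codon, with 95% intervals on a log axis, for the 4 sample types, with all sites and without mitochondrial sites. In both ESC sample types the 3′ UTR value moves up without mitochondrial sites, from 0.978 to 1.58 in total RNA and from 1.21 to 2.12 in nuclei.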

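Of 306 3′ UTR sites in both nuclear lists, 18.6% lay in the first of 3 equal parts of the 3′ UTR, 51.0% in the middle and 30.4% in the last. Of 727 sites in the brain nuclear list alone, 36.5% lay in the last part, an odds ratio of 1.31 that did not pass (two-sided Fisher exact test, p = 0.0631). With sites unique to a sample defined as called in no library of the other, 41.4% of the brain nuclear sites lay in the last part against 30.8% of the common ones (odds ratio 1.59, exact p = 4.8e-05). Of 1461 sites in the ESC nuclear list alone, 29.7% lay in the last part, an odds ratio of 0.968. Before the structure filter and without brain nuclear replicate 2, the odds ratios were 1.44 (exact p = 6.9e-06) for the brain and 0.688 (exact p = 2.7e-05) for ESCs, against 1.17 (exact p = 0.176) and 0.810 (exact p = 0.0462) with all libraries. With a rate of at least 0.3 in every library they were 2.46 (exact p = 0.00011) for the brain and 1.72 (exact p = 0.0177) for ESCs, where the direction thus turned. Mdc1 is a gene whose 3′ UTR held sites in both nuclear lists, and Elp3 had 6 sites in ESC nuclei and none in brain nuclei.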

Methylated cytosines were depleted from the CDS as in total poly(A) RNA, except for transcripts uniquely methylated in ESCs, for which a slight enrichment was observed (odds ratio 1.29, *p* = 2.9E-12) (Table 1; Additional file 2: Figure S7). Moreover, the significant enrichment of m5C sites around the translational start codon was also observed in nuclear poly(A) RNA (Table 1), although the peaks were slightly smaller than in total poly(A) RNA (Fig. 5e, f; Additional file 2: Figure S7).

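In ESC nuclei the odds ratio in the CDS was 0.800 (95% interval 0.754 to 0.848, exact p = 8.3e-14, two-sided Fisher exact test) and in brain nuclei 0.130 (0.110 to 0.153, exact p = 2.3e-198). The brain nuclear value was 0.305 before the structure filter, and 0.219 (without replicate 2) to 0.367 (without replicate 1) with 1 library left out. With isolated sites the brain nuclear value was 0.337. For ESC nuclei it was 1.12 with at least 20 reads in every library (exact p = 0.00165) and 0.903 (exact p = 0.101) with isolated sites. Sites unique to ESC nuclei had an odds ratio of 1.35 in the CDS (exact p = 1.5e-16) and 0.688 in the 3′ UTR (exact p = 7.4e-22). Of all sites unique to ESC nuclei, 1847 lay on the mitochondrial genome, in genes such as ND1 with 161 sites at a mean methylation rate of 59.7% ± 17.3 (SD, n = 3 libraries). Without mitochondrial sites these odds ratios were 0.608 and 1.34. With a site called unique when it is in the ESC nuclear and not in the brain nuclear final list, they were 0.919 (exact p = 0.00759) and 1.05 (exact p = 0.168). Sites common to both kinds of nuclei had 0.160 in the CDS and 4.48 in the 3′ UTR, and sites unique to brain nuclei 0.140 and 4.02.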

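Within 25 nt of the start codon lay 147 sites in ESC nuclei, an odds ratio of 1.86 (95% interval 1.58 to 2.19, exact p = 1.3e-11, two-sided Fisher exact test), and 51 sites in brain nuclei, an odds ratio of 2.90 (2.19 to 3.85, exact p = 1.2e-10). The last 25% of the 5′ UTR held 39.2% of the 5′ UTR sites in ESC nuclei and 54.5% in brain nuclei (exact p = 2.7e-09 and 3.3e-13). The first 10% of the CDS held 14.0% and 26.1% of the CDS sites (exact p = 5.9e-08 and 2.4e-08). Only 4 isolated sites lay near the start codon in brain nuclei, with an odds ratio of 1.78 that did not pass (exact p = 0.296). Tle5, a transcriptional corepressor gene, had a 5′ UTR site at 10:81559594 in both kinds of nuclei, at 26.7% ± 3.58 in ESCs and 42.4% ± 1.63 in the brain (SD, n = 3 libraries each).

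**Figure D4:**
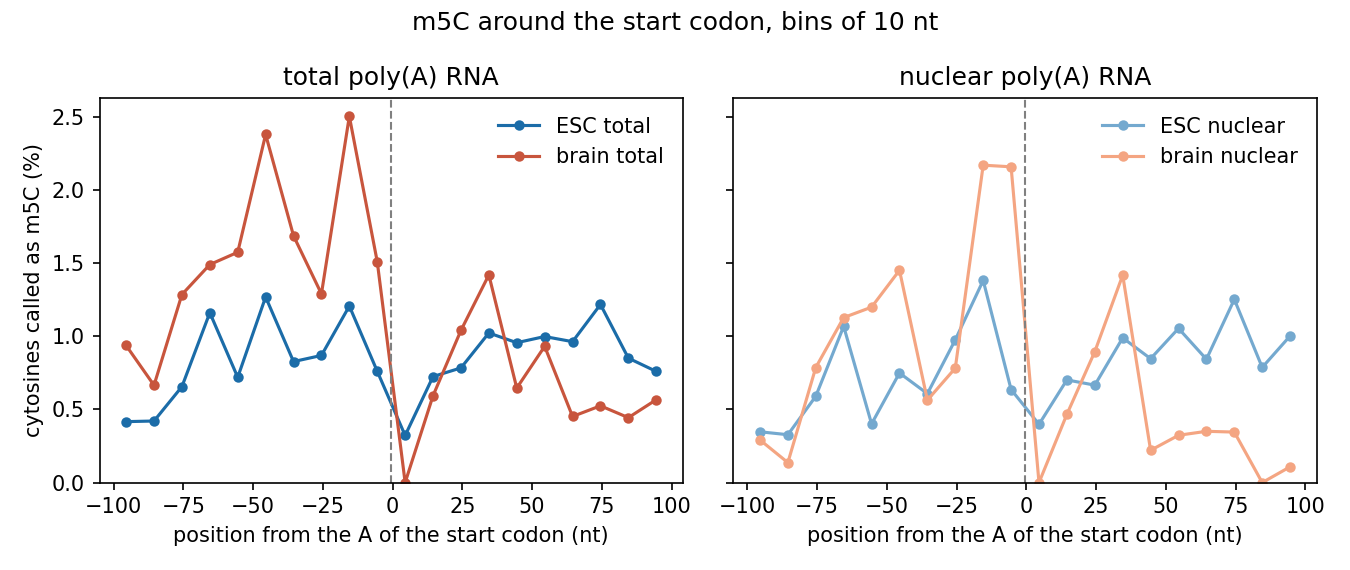
Share of cytosines called as m5C, in percent, in bins of 10 nt from -100 to +100 around the A of the start codon, in mRNAs that carry a site, for ESCs and brain in total and nuclear poly(A) RNA. In total RNA of the brain the share reaches 2.50% from -20 to -11 and is 0% from 0 to 9.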

Thus, our analyses reveal distinct m5C localization bias within transcripts of ESCs and the brain. In addition, m5C distribution is different in total poly(A) RNA and nuclear poly(A) RNA, with the latter exhibiting more pronounced accumulation of m5C in the 3′ UTR and less pronounced accumulation in the 5′ UTR. 

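From these odds ratios the paper concludes that nuclear poly(A) RNA differs from total poly(A) RNA in where m5C lies, with more of it in the 3′ UTR and less in the 5′ UTR. Among nuclear-encoded mRNAs of ESCs, the 5′ UTR held 16.0% of the mRNA sites in total RNA and 12.2% in nuclei, and the 3′ UTR held 46.6% and 53.0%. In the brain the 5′ UTR held 23.7% and 9.98%, and the 3′ UTR 55.6% and 78.1%. The difference between total and nuclear RNA was not tested itself.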

In both nuclear and total poly(A) RNA, the relative distribution of m5C sites within the 3′ UTR correlates with the cell/tissue type as well as with the nature of the transcript.

### Overlap with functionally important motifs

We found that brain nuclear and total transcripts in particular show accumulation of m5C sites in the 3′ UTR (Fig. 5). Therefore, and because a previous m5C analysis in human cells found a correlation between Argonaute (Ago) binding sites and m5C position [32], we examined if miRNA binding sites are linked to the m5C mark. To this end, we searched all m5C sites identified in the 3′ UTRs of total poly(A) RNA against the miRNA target sites available at microRNA.org [38]. For comparison, we used an equal number of Cs randomly sampled from the same 3′ UTRs to test for the probability of an overlap between miRNA and m5C sites. Surprisingly, random permutation analysis revealed that m5C sites were depleted rather than enriched at the miRNA target sites (Table 2). We then determined if, perhaps, m5Cs overlap with binding sites of the miRNA binding protein Argonaute 2 (Ago2), and found that although the fraction of Ago2 sites coinciding with m5C was quite low in both ESCs and brain (0.4% and 0.06%, respectively; Fig. 6, Additional file 9), permutation analysis revealed it to be significantly increased compared to random Cs. Nevertheless, in light of the negative correlation between miRNA sites and m5Cs and the very low numbers of overlapping Ago2 binding sites, we conclude that there is no strong link between m5C and miRNA-mediated transcript regulation.

**Table 2:** Overlap of m5Cs with miRNA target sites in the 3′ UTR of ESC and brain RNA

	Total poly(A) RNA		Nuclear poly(A) RNA	
	ESC	Brain	ESC	Brain
m5Cs in 3′ UTR	1774	863	1687	1027
3′ UTRs with m5Cs	700	287	686	282
m5Cs in miRNA targets	310	63	274	84
miRNA targets with m5Cs	241	43	233	62
miRNA targets in 3′ UTRs with m5Cs	13,629	5693	12,050	5535
*p* value (random permutation test)	0.100	10E-4	0.0634	10E-4
Z-score	–1.2454	–5.5334	–1.5002	–5.6833
No. of iterations	10,000	10,000	10,000	10,000

**Fig. 6:**
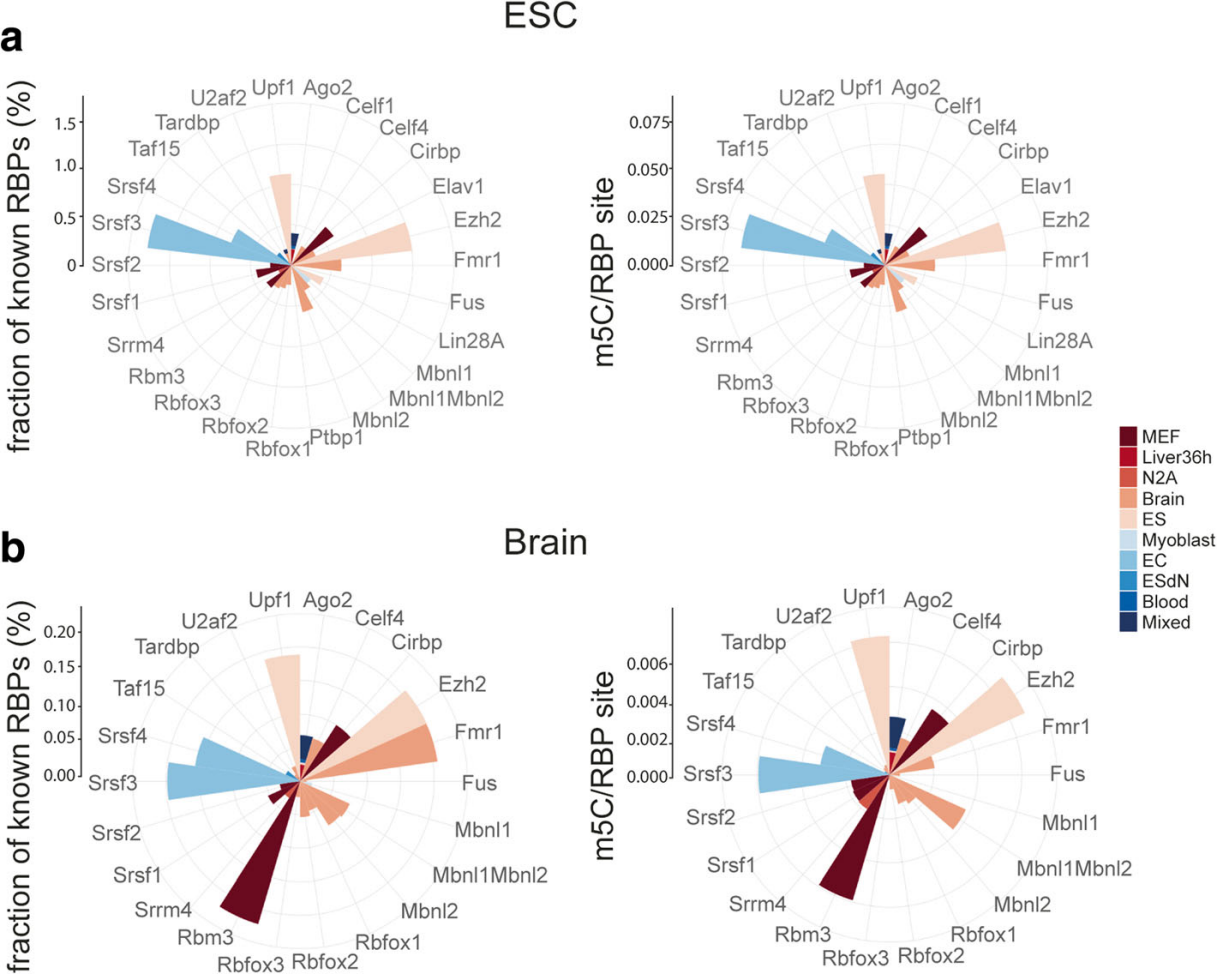
Radar plots show an overlap of m5C sites with binding sites of several RNA binding proteins (*RBPs*) available in the CLIPdb. **a** *Left panel*, fraction of binding sites overlapping with an m5C site for each particular RBP. *Right panel*, number of m5Cs overlapping with binding sites for a particular protein was normalized against the total number of binding sites of the respective RBP. Cell/tissue types in which the RBP binding sites had been detected are color coded and explained in the legend (*MEF* mouse embryonic fibroblasts, *Liver36h* liver partial hepatectomy 36 h, *N2A* Neuro2a, *ES* embryonic stem cells, *EC* embryonal carcinoma, *ESdN* ES-derived neuronal). **b** Same as in **a** for brain total and nuclear poly(A) RNA

We also analyzed the relationship between other RNA-binding proteins (RBPs) for which data are available in CLIPdb [39] and m5C sites identified in this study. About 29% of m5Cs in ESC and 11% of brain total poly(A) RNA sites overlapped with mapped RBP binding sites. Several RBPs showed statistically significant enrichment of m5C in their binding sites compared to randomly sampled Cs of the same pool of transcripts (Fig. 6, Additional file 9). In particular, the largest relative overlaps were found for UPF1, a protein involved in nonsense-mediated RNA decay, the splicing factors SRSF3 and SRSF4, and the PRC2 subunit EZH2 (Fig. 6, Additional file 9). Collectively, these data suggest that cytosine methylation may be involved in the binding of certain RBPs. Considering the relatively low numbers of RBP sites overlapping with m5C, however, such a potential role may be very specific to a particular transcript rather than a general way to regulate factor binding.

## Discussion

In this study, we present a comparative analysis of cytosine methylation in two mouse cell types/tissues in total and nuclear poly(A) RNAs. We have analyzed undifferentiated pluripotent embryonic stem cells on one hand, and we have examined the brain as a highly differentiated and multi-cell type tissue on the other hand. Using high stringency criteria and independent quality control experiments, we identified m5C sites in several hundred mRNA and in non-coding transcripts, and we show that there are considerable differences in number and distribution of methylated Cs in the different samples. Our data reveal a higher diversity of methylated mRNAs in ESCs compared to brain. The GO analysis showed that transcripts that were methylated exclusively in ESCs or the brain, respectively, were enriched in categories that are characteristic for that particular cell or tissue type. For example, in highly proliferative ESCs that possess very dynamic chromatin, GO terms, such as cell cycle, RNA, and chromatin modification, were enriched among the methylated transcripts, whereas in the brain, methylated transcripts were enriched in categories related to ion transport or synapse function. It is interesting to note that, particularly in ESCs, most of the sites that were methylated specifically in ESCs were not methylated in the brain samples, although the transcripts were expressed. Hence, it is possible that differential methylation of transcripts in different cell types is involved in modulating the properties of a particular transcript with respect to turn-over or translation.

### Cytosine methylation accumulates around the translational start codon

To date, the molecular function of m5C in mRNA is not known; therefore, we can only speculate about the significance of these findings. One clue may derive from the non-random distribution of methylated Cs along the mRNA sequences. For instance, the distinct m5C peak in the vicinity of the translational start codon may suggest that m5C affects the initiation of translation. This might occur by promoting or inhibiting the efficiency of ribosome scanning and start codon detection. Recent in vitro translation experiments with eukaryotic and bacterial translation systems using either templates in which all Cs were replaced by m5C or where m5C was incorporated into a single codon suggest that m5C affects translation in a negative way [40, 41]. Yet, these studies did not address the question of a translation initiation-specific function of m5C. Interestingly, two recent studies reporting the identification of m1A throughout the transcriptome of mammalian and yeast cells showed that m1A is distinctly enriched in the region harboring the translation initiation site [22, 23], and it was found that the m1A modification correlated with higher protein expression [23]. It is therefore possible that m5C and m1A are functionally linked either by acting in concert or by antagonizing each other.

### Distinct 3′ UTR peaks of m5C in different transcript classes

Our data also revealed increased frequency of m5C sites in 3′ UTRs in some transcript classes, which is consistent with previous findings in human HeLa cells [32]. *N*6-methyladenosine also shows enrichment in the 3′ UTR, specifically around the translation stop codon [6, 42]. Comparison with our data, however, revealed that m5C is rather depleted from the m6A peak area at the stop codon (Additional file 2: Figure S8). Instead, we find intriguing differences of the relative locations of the respective m5C peaks in transcripts common to ESCs and brain, ESC-specific ones, and brain-specific ones. These results may suggest different functional roles of cytosine methylation in the different transcript classes. For example, m5C could prevent or promote the binding of miRNAs or of RNA binding proteins (RBPs). Indeed, Squires et al. [32] demonstrated an enrichment of Argonaute I–IV binding sites around 3′ UTR m5Cs in HeLa cells. Our analyses in the mouse also revealed statistically significant enrichment of Ago2 sites around m5Cs; however, the actual fraction of Ago2 binding sites that overlaps with m5C was below 0.5%, and m5C is actually depleted from miRNA target sites. Thus, these data do not clearly point towards a role of m5C in miRNA-mediated regulation. By contrast, we detected slightly higher overlap rates for UPF1, SRSF3 and SRSF4, and the PRC2 subunit EZH2. In an earlier work, using an in vitro assay, we have shown that m5C can interfere with the binding of PRC2 to the A region of the human lncRNA XIST [34]. Thus, it is tempting to speculate that m5C might generally regulate PRC2 binding to its targets. Similarly, m5C could interfere with the binding of other proteins involved in RNA metabolism. Hence, the presence of m5C peaks at different locations in the 3′ UTR may modulate the function of distinct functional mRNA classes in specific ways.

### Increased cytosine methylation frequency in nuclear poly(A) RNA

By comparative analyses of total and nuclear poly(A) RNA fractions, we discovered substantially higher numbers of methylated cytosines in the nuclear fraction with the majority of them mapping to introns and non-annotated regions. This observation raises the possibility that m5C may be involved in the splicing process or may mark transcripts for degradation. Another intriguing possibility is that m5C may decorate regulatory RNAs, such as promoter- or enhancer-derived transcripts [43], which was indeed demonstrated by Aguilo et al. in a recent work [44].

### Bisulfite sequencing as a method to determine global transcriptome methylation

In contrast to the recently developed immunoprecipitation-based techniques, aza-IP [29] and miCLIP [30], which are suitable for identifying the methylation targets of specific RNA methyltransferase (RNMT) enzymes, the BS-seq approach used in this study allows for an unbiased mapping of global cytosine methylation at single nucleotide resolution as well as for determining the extent of methylation of a particular C. However, it is possible that cytosine modifications other than m5C, e.g., 5-hydroxymethylcytosine (hm5C), *N*4-methylcytosine (4mC), 3-methylcytosine, *N*4,2′-*O*-dimethylcytidine (m4mC), or *N*4-acetylcytosine (ac4C), may be resistant to bisulfite-mediated deamination [31]. It was recently shown by mass spectrometry that hm5C is present in poly(A) RNA at a level of ~0.002% of total Cs, while m5C was determined to be in the range of 0.02–0.1% of total Cs [45]. Interestingly, another recent study reported transcriptome-wide mapping of hm5C in *Drosophila melanogaster* using the meRIP method and implied the single fly homolog of the ten-eleven translocation (TET) protein family in its formation [41]. Thus, it is likely that our analysis slightly overestimates the true number of m5C sites, as a few of them might correspond to hm5C or even other cytosine modifications.

There is some discussion in the field as to the actual existence of m5C in mRNA. Available data for targets of the RNA methyltransferases NSUN2 and DNMT2 revealed no or very few modified mRNAs [46, 47]. The fact that there are at least seven other cytosine RNMTs, however, leaves space for the possibility that one of those enzymes or an as yet unidentified enzyme may modify mRNA. One reason for the skepticism about m5C data obtained by bisulfite sequencing lies in the basic reaction mechanism of bisulfite-mediated cytosine modification, which is inhibited by secondary structure [48] and thus may give rise to false-positive callings. To control for this effect, we included spike-in negative controls that correspond to a highly structured region in 16S rRNA, and we have performed three cycles of bisulfite treatment, which serves to progressively destabilize structure. The experiments using RNA oligonucleotides with highly stable secondary structures confirmed that our bisulfite protocol is able to efficiently deal with the structure problem. Importantly, we eliminated all candidate sites from the dataset that were computationally predicted to adopt a base-paired conformation, and we applied high stringency mapping and m5C calling parameters that depend on the analysis of multiple biological replicates. In fact, it is possible that a considerable number of true positives were discarded due to the rigorous filtering. Considering further the positive validation of several target RNAs by meRIP as an alternative method, we think it is reasonable to conclude that we have generated a high-confidence dataset for future studies. Importantly, our study is also supported by several recent studies that clearly demonstrated by mass spectrometry analysis that m5C is present in poly(A) RNA [45, 49, 50].

## Conclusion

In summary, our study presents, to our knowledge, the first comprehensive picture of cytosine methylation in the mouse epitranscriptome and identifies hundreds to thousands of methylation sites in mRNA, yet much fewer in ncRNAs. The data revealed intriguing differences with respect to m5C numbers and position bias between embryonic stem cells and the brain and between total and nuclear poly(A) RNA fractions. One of the next big challenges will be to identify the enzymes that are responsible for targeting specific positions/regions in mRNAs for methylation. Detailed analyses of the candidate RNMTs NSUN2 and DNMT2 have shown that both have a preference for tRNAs and/or more abundant ncRNAs [3, 29–31, 51, 52], and rRNA and tRNAs are also the only identified targets for other studied NSUN proteins to date [53–58]. Therefore, our data provide the foundation for future studies in the mouse, an organism that is highly amenable to experimental manipulation, to address important questions regarding targeting and the functional impact of m5C on the epitranscriptome.

## Methods

### Sample material

Female mouse embryonic stem cells isolated from 129S2/SvPasCrl-derived blastocysts were cultured in ESC-2i/leukemia inhibitory factor (LIF) medium (Dulbecco’s modified Eagle’s medium [DMEM] high glucose with GlutaMAXTM-1 (Gibco), 20% ES cell tested fetal bovine serum (FBS, Gibco), 1 x Non-Essential Amino Acid (NEAA, Gibco), 0.05 mM β-mercaptoethanol, 12.5 mg/L LIF, 3 mM CHIR99021, and 1 mM PD0325901 (both Axon Medchem)). Whole brains were dissected from 7-week-old female 129S2/SvPasCrl mice, rinsed in phosphate-buffered saline (PBS), and snap frozen in liquid nitrogen.

### Preparation of nuclei

1 × 10^7^ mouse ESCs were lysed in hypotonic buffer (10 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid [HEPES]-KOH, pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 0.5 mM dithiothreitol [DTT], 0.5 mM phenylmethanesulfonyl fluoride [PMSF]) and nuclei were collected by centrifugation at 4000 rpm. Adult mouse brain tissue (up to 500 mg) was pulverized in liquid nitrogen using a CryoPrep instrument (Covaris). The frozen powder was resuspended in 2 mL of nuclear extraction buffer (10 mM Tris-HCl, pH 8, 0.32 M sucrose, 5 mM CaCl_2_, 3 mM magnesium acetate, 0.1 mM EDTA, 0.1% Triton X-100 (w/v)) followed by douncing. Nuclei were collected by ultracentrifugation through a sucrose cushion (10 mM Tris-HCl pH 8, 1.8 M sucrose, 3 mM magnesium acetate) at 50,000 rpm for 2.5 h using a SW-55 Ti rotor.

### RNA isolation

RNA was isolated in biological triplicates from pulverized whole brain tissue (up to 250 mg) and 5 × 10^6^ mouse embryonic stem cells as well as from nuclei of both sources using TRIzol (Sigma-Aldrich) following the manufacturer’s recommendations. RNA was treated with 2U of DNase I (New England Biolabs, Ipswich, MA, USA) for 15 min at 37 °C and purified using RNA Clean & Concentrator 25 Kit (Zymo Research, Irvine, CA, USA). Isolated RNA was then subjected to two rounds of poly(A) RNA enrichment using fresh Dynabeads (Ambion) for each round. RNA quality was assessed using an Agilent 2100 Bioanalyzer, and concentration was determined by measuring absorbance at 260 nm and 280 nm in a UV/vis-spectrophotometer.

### Generation of in vitro transcribed spike-in controls

The regions spanning nt 914–1465 of *E. coli* 16S rRNA and the entire pET15b vector sequence (New England Biolabs) were used as templates for in vitro transcription. First, the region of interest of *E. coli* 16S rRNA was amplified by PCR with a forward primer harboring a T7 promoter sequence (Additional file 10). The pET15b vector was linearized by *Bgl*II and gel purified. We used 1 μg of PCR product or 500 ng of pET15b vector for in vitro transcription with a MEGAScript Kit (Ambion) according to the manufacturer’s protocol. In vitro transcribed RNA was treated with 1 μL TURBO DNase I (2 U/μL) for 15 min at 37 °C to remove residual DNA template and subsequently precipitated by adding 1 volume of 7.5 M LiCl. The pellet was dissolved in RNase-free a.d. provided in the kit and denatured at 70 °C for 30 min in an Eppendorf incubator. Subsequently, the RNA was left to refold during slow cooling to room temperature in the switched-off incubator. The refolded in vitro transcribed controls were added to the RNA samples before bisulfite treatment at a mass ratio of 1:20,000.

### Bisulfite treatment

Bisulfite treatment was performed as described previously [34] using the EZ RNA methylation Kit (Zymo Research). Briefly, 1–2 μg poly(A) RNA was converted using three cycles of 10-min denaturation at 70 °C followed by 45 min at 64 °C. RNA separation from bisulfite solution, desulfonation, and purification were performed using the kit. RNA quantity was determined by absorbance measurement at 260 nm using a Nanodrop UV/Vis spectrophotometer (PeqLab). The efficiency of the bisulfite treatment was tested by PCR-mediated bisulfite analysis [34] of the spiked-in non-methylated control sequences.

### Library preparation and sequencing

Sequencing libraries were prepared using the ScriptSeq V2 RNA-Seq Library Preparation Kit (Epicentre), purified with AMPure XP beads (Beckman Coulter) and quantified using the KAPA Library Quantification Kit for Illumina platforms (KAPA Biosystems). RNA fragmenting was omitted, as bisulfite treatment results in fragmentation to 100–250 nt. Libraries were multiplexed at 11 pM and sequenced on an Illumina HiSeq 1500 platform using 100 bp single-end reads in the case of ESC, and paired-end reads in the case of mouse brain. Sequencing runs generated >70 million reads per sample.

### Mapping of sequencing reads and m5C calling

Raw sequencing data were extensively filtered to remove low-quality reads and adapter contaminations. Clean reads were mapped to the mouse genome GRCm38/mm10 using the splice-aware RNA-BSseq alignment tool meRanGs available with meRanTK version 1.0 [35]. Unambiguously aligned reads were then used to call candidate m5Cs using meRanCall from meRanTK version 1.0 (FDR <0.01). Based on the m-bias plots (Additional file 2: Figure S9) obtained from meRanGs, 10 bases on the 5′ end of forward reads and 7 bases on the 5′ end of reverse reads were excluded from methylation calling. Furthermore, only bases with a base-call quality score of *Q* > =35 for single-end reads and *Q* > =30 for paired-end reads were considered for methylation calling. Candidate cytosine positions were covered by at least 10 reads and had a conversion rate less than 0.8. An m5C candidate had to be present in all three replicates of a given sample. Subsequently, the full-length transcripts containing an m5C candidate were extracted from the RefSeq database (GRCm38.p3) and subjected to secondary structure analysis using RNAfold of the ViennaRNA package (version 2.2.8) [59]. We calculated the maximum expected accuracy (MEA) structure at 70 °C (the temperature of the bisulfite conversion reaction) using a gamma of 0.1. The maximum allowed distance between two bases in a pair was set to 150 nt to keep a reasonable computation time. For introns and non-annotated sequences, 300 nt around the m5C candidate position were subjected to folding analysis. Only candidate m5C sites that were predicted not to be base-paired in the resulting structure were retained. The final lists of candidate m5Cs (Additional files 4, 5, 7, and 8) as well as the lists of called m5Cs in the individual replicates prior to additional filtering were uploaded to the GEO database [GEO:GSE83432]. The latter list also shows the identity of the base on the reference genome for each m5C candidate to allow for identification of potential SNPs. The number of detected SNPs was ≤5 in the compiled replicates of total poly(A) RNA and ≤17 for nuclear poly(A) RNA. Thus, SNPs do not pose a problem for m5C calling. 

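In the final lists, the reference base given by the authors was not a cytosine at 2 sites of total RNA of ESCs, 2 of the brain, 10 of ESC nuclei and 4 of brain nuclei. At the sites named here, such as M:11407 in ND4 and 9:123462017 in Lars2, it was a cytosine.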

To compile lists of unique and common m5Cs, meRanCompare (1.0) was used [35]. 

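Of the 7541 ESC sites of total RNA, 1022 were called in 1 brain library, 619 in 2 and 686 in 3, and the remaining sites in none. Of the 2075 brain sites, 152 were called in 1 ESC library and 185 in 2. In nuclei, 1612 ESC sites were called in 1 brain library and 1372 in 2, and 634 brain sites were called in 1 ESC library and 437 in 2. The site of ND4 at M:11407, for example, was called in a single brain library, at a coverage of 32 reads.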

An m5C was considered *unique* to a sample type if it was found in three replicates in one sample type (e.g., ESC total RNA) but not in any one of the replicates of the other sample type (e.g., brain total RNA). The m5C candidates considered *common* to two sample types were present in three replicates of one sample and in at least one replicate of the other sample. To analyze a potential link between differential methylation and expression in the *unique* groups, we determined for all m5Cs classified as unique in one sample type the expression of the corresponding gene, the sequencing read coverage of the respective m5C, and also its non-conversion rate in all three replicates of the other sample type. To this end, we used the methylation calling procedure described above. Genes were classified as expressed if the corresponding transcript sequencing coverage exceeded a mean normalized count of 10. If the *unique* C of one sample type was covered by <10 reads (mean normalized count) in the other sample, it was designated as “low position coverage.” If the *unique* C of one sample type was covered by >10 reads in the other sample but the mean non-conversion rate was <0.2, it was designated as “low methylation rate.” Positions in which the mean values for coverage and non-conversion were skewed towards methylation by an individual replicate were classified as “biased mean.”

### Analysis of m5C position bias

To assess a possible positional bias of m5Cs, mRNAs from the RefSeq database (GRCm38.p2) were divided into three segments (5′ UTR, CDS, 3′ UTR). Each segment was normalized according to its average length. The total normalized transcript was binned into regions of 1% of the total length, and the percentage of m5Cs contained in each bin was calculated and plotted along a normalized meta-gene. To test for enrichment or depletion in each of the segments, a two-sided Fisher’s exact test was used in which all possible cytosine positions in each of the three segments (5′ UTR, CDS, 3′ UTR) of the transcripts with an observed m5C were considered. In addition to these three main segments, the +/– 25 nt region around the AUG (translation start site) was tested in the same way. In parallel, a set of random Cs (corresponding to the number of observed m5Cs) was picked from the same transcripts and analyzed identically to produce and visualize random meta-gene profiles.

### Comparison with miRNA target sites

Conserved miRNA target sites from the mouse with mirSVR score < –0.1 were downloaded from microRNA.org [38], transferred to mm10, and unique miRNA target sites were overlapped with m5Cs found in 3′ UTRs. To test the statistical significance of the number of observed overlaps, a permutation test was used, in which a number of Cs equal to the number of m5Cs observed in miRNA target sites was randomly sampled from all possible Cs in 3′ UTRs that contained an observed m5C. The test was run for 10,000 iterations, and the resulting *p* values and Z-scores were reported.

### Comparison with CLIPdb data

Binding sites of murine RNA binding proteins reported by PiRaNhA [60] were downloaded from CLIPdb [39]. All available binding sites from all factors and cell types were combined into one BED file, and sites closer to each other than 15 nt were merged. From these, only sites that were unique to a given RNA binding protein and that were shorter than 200 nt were considered for further analysis. The fraction of total known RNA binding protein (RBP) sites overlapping with an m5C site and the number of m5C sites per RBP site was calculated for each RBP and cell type in which the RBP was reported and plotted as bar plots in polar coordinates (radar plots). To test significance of the observed overlaps between m5Cs and binding sites of individual RBPs, a permutation test was used in which a number of Cs equal to the number of m5Cs overlapping with the RBP sites was randomly sampled from all possible Cs in transcripts that had a mean normalized read count greater than 10. The test was run for 10,000 iterations, and the resulting *p* values and Z-scores were reported.

### Estimation of gene expression

Gene expression was estimated by using the BAM files containing meRanGs-mapped reads. Read counts over exons were obtained by HTSeq [61], and gene expression was determined by DESeq2 [62].

### GO analysis

Gene Ontology (GO) analysis was performed by entering gene IDs of transcripts found to be methylated in the total poly(A) RNA samples into the Gene Functional Annotation Tool at the DAVID website (http://david.abcc.ncifcrf.gov/; version 6.8 Beta). Input was defined as gene list, and official gene symbols were used as identifiers. As a background for the analyses of transcripts methylated uniquely in ESCs or brain, we used the lists of expressed genes (mean normalized read count >10) in ESCs or brain, respectively. For transcripts methylated in both samples, all genes expressed in both samples (>10 reads) were used. Predefined parameters were used for the enrichment analysis for biological process, molecular function, and cellular component. Resulting GO terms and the corresponding *p* values were then processed by using REVIGO [63], a tool that summarizes long lists of GO terms by removing redundant ones. The allowed similarity was set to 0.5 in the REVIGO settings. The ten most significant categories were shown.

### Comparison of m5C and m6A distribution around translational start and stop codons

All available mouse m6A peaks obtained with MACS2 (https://pypi.python.org/pypi/MACS2) [64] were downloaded from MeT-DB [65] and combined into a single BED file with unique peaks. The resulting BED file was transferred from mm9 to mm10, and peak sequences were extracted from the mm10 genome. These sequences were then scanned with Find Individual Motif Occurrences (FIMO) available with the MEME software suite [66] using a position weight matrix representing the canonical m6A motif (HGGACNN) [67]. All unique m6A motif site locations were then compared with m5C sites unique to ESC or brain and common to ESC and brain (all for total and nuclear poly(A) RNA). m5C and m6A site locations within +/– 500 nt of the AUG and STOP codons were plotted in 25-nt bins as percentages of all modified m5Cs or m6A sites.

### Immuno-northern blot

For immuno-northern blotting, in vitro transcripts corresponding to nt 914–1465 of *E. coli* 16S rRNA were generated and purified as described above using the MEGAScript Kit (Ambion) according to the manufacturer’s protocol with the following modification: in vitro transcription reactions were supplemented with 5-methylcytidine-5’-triphosphate (Trilink Biotechnologies, San Diego, CA, USA) to obtain a ratio of 0%, 50%, and 100% to cytidine-5’-triphosphate. After purification as described above, 1 μg of the transcripts was denatured by incubation at 65 °C for 10 min, electrophoresed on a denaturating 1.2% agarose gel, and blotted onto a Hybond-N nylon membrane (GE Healthcare). Blotted RNA was cross-linked in a Stratalinker 2400 UV Crosslinker at 1200 μJ UV with auto-cross-linking setting. The membrane was washed three times for 10 min in 0.1X SSC (1X SSC: 150 mM NaCl, 15 mM sodium citrate, pH 7) and blocked for 1 h in 1xBlocking Buffer (10X Blocking Buffer: 10% (w/v) Blocking Reagent (Roche) in Buffer P1; Buffer P1: 100 mM maleic acid, 150 mM NaCl, pH 7) at room temperature. Incubation with anti-m5C antibody (Diagenode, MAb-081-100) was performed for 3 h at room temperature with a 1:500 dilution of the antibody in Blocking Buffer. Subsequently, blots were washed three times for 10 min in 0.1X SSC and incubated with secondary antibody (1:10,000, anti-mouse light-chain specific secondary antibody, Jackson ImmunoResearch) in Blocking Buffer for 1 h at room temperature. After three washes in 0.1X SSC, membranes were washed twice in Tris-buffered saline with Tween (TBST), chemiluminescence was developed using ECL Prime Western Blotting Detection Reagent (GE Healthcare), and signals were detected in a Fusion SL 3500 WL (Vilber).

### Methylation-RNA immunoprecipitation (meRIP)

Isolated RNA was randomly fragmented by incubation at 75 °C for 3 min using 1X fragmentation buffer (10 mM Tris-HCl pH 7, 10 mM ZnCl_2_). Fragmentation was stopped by adding 1X Stop Solution (0.05 M EDTA). We incubated 2 μL of anti-m5C antibody (2 mg/mL; Diagenode, MAb-081-100) with 30 μL of protein G sepharose (GE Healthcare) in 300 μL IP buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.05% Triton-X (v/v)) with 2 μg of random 25 nt oligonucleotides to reduce unspecific binding for 2 h at 4 °C on a rotating wheel. The same procedure was performed for a control reaction using mouse IgGs (Santa Cruz Biotechnology). Bead-antibody complexes were washed three times with IP buffer and finally brought to 250 μL with IP buffer and supplemented with 200 ng control RNA (in vitro transcribed *E. coli* 16S rRNA nt 914–1125). A 10-μg sample of RNA was added to the bead-antibody complexes and incubated with 1 μL RNasin overnight at 4 °C on a rotating wheel. After several washes with IP buffer, RNA was incubated in 300 μL elution buffer (5 mM Tris-HCl pH 7.5, 1 mM EDTA, 0.05% SDS, and 80 μg Proteinase K) for 1 h at 50 °C. Beads were removed by centrifugation in a microcentrifuge, and the supernatant was mixed with 800 μL TRIzol (Sigma-Aldrich) for RNA isolation as described above. We used 1 μL glycogen (20 μg/μL) as a carrier in the final precipitation step. The RNA pellet was dissolved in 10 μL a.d. and subjected to reverse transcription. Enrichment of candidate RNAs was measured by quantitative real-time PCR of immunoprecipitated RNA by comparing the anti-m5C antibody sample with the IgG control. *E. coli* in vitro transcripts served as an internal unspecific binding control and were used to normalize binding of the RNA of interest to IgG control and the test antibody sample. Data were expressed as relative enrichment over IgG control, and statistical significance was determined by unpaired *t* test of three independent experiments with *p* < 0.05 using GraphPad Prism 7.0. Sequences of primers used for qPCR are shown in Additional file 10.

### RNA synthesis and mass spectrometry analysis

RNA oligonucleotides were synthesized by the solid-phase method as described previously [68]. Purified oligos were denatured at 95 °C for 30 s, refolded in the presence of 100 mM KCl by slowly cooling down to room temperature, and treated with bisulfite as described above. Treated and untreated RNA oligos were analyzed by liquid chromatography-mass spectrometry (LC-MS) as in [68].

## Additional files

Additional file 1: Table S1. General sequencing and m5C calling results.
Additional file 2: Figure S1. Distribution of sequencing reads mapping with 0, 1, 2, 3, 4, or 5 mismatches to the reference genome. **Figure S2.** Distribution of cytosine conversion along *E. coli* 16S rRNA negative control. **Figure S3.** Distribution of cytosine conversion along pET15b negative control. **Figure S4.** Mass spectrometry analysis of three unmethylated RNA oligos before and after bisulfite treatment. **Figure S5.** Immuno-northern blot detection of m5C. **Figure S6.** Analysis of uniquely methylated cytosines in nuclear poly(A) RNA of ESCs and brain. **Figure S7.** Meta-gene profiles of m5C distribution in total and nuclear poly(A) RNA from ESCs and brain. **Figure S8.** Distribution of m5C and m6A around translational start and stop codons. **Figure S9.** Cytosine 5 methylation bias (m-bias) plots.
Additional file 3: Table S2. C → T conversion rates for spike-in controls.
Additional file 4: Table S3. Methylated cytosines in total poly(A) ESC RNA.
Additional file 5: Table S4. Methylated cytosines in total poly(A) brain RNA.
Additional file 6: Table S5. Total normalized (DEseq2) sequencing counts of total poly(A) RNA from ESC and brain.
Additional file 7: Table S6. Methylated cytosines in ESC nuclear poly(A) RNA.
Additional file 8: Table S7. Methylated cytosines in brain nuclear poly(A) RNA.
Additional file 9: Table S8. Statistical analysis of m5C overlap with RNA binding protein (*RBP*) sequences in total poly(A) RNA of ESCs and brain.
Additional file 10: Table S9. Primer sequences.

## References

[1] Machnicka MA, Olchowik A, Grosjean H, Bujnicki JM (2014). Distribution and frequencies of post-transcriptional modifications in tRNAs. RNA Biol..

[2] Motorin Y, Helm M (2011). RNA nucleotide methylation. Wiley Interdiscip Rev RNA..

[3] Sibbritt T, Patel HR, Preiss T (2013). Mapping and significance of the mRNA methylome. Wiley Interdiscip Rev RNA..

[4] Meyer KD, Jaffrey SR (2014). The dynamic epitranscriptome: N6-methyladenosine and gene expression control. Nat Rev Mol Cell Biol..

[5] He C (2010). Grand challenge commentary: RNA epigenetics?. Nat Chem Biol..

[6] Meyer KD, Saletore Y, Zumbo P, Elemento O, Mason CE, Jaffrey SR (2012). Comprehensive analysis of mRNA methylation reveals enrichment in 3′ UTRs and near stop codons. Cell..

[7] Saletore Y, Meyer K, Korlach J, Vilfan ID, Jaffrey S, Mason CE (2012). The birth of the Epitranscriptome: deciphering the function of RNA modifications. Genome Biol..

[8] Jia G, Fu Y, He C (2013). Reversible RNA adenosine methylation in biological regulation. Trends Genet..

[9] Schwartz S (2016). Cracking the epitranscriptome. RNA..

[10] Li S, Mason CE (2014). The pivotal regulatory landscape of RNA modifications. Annu Rev Genomics Hum Genet..

[11] Liu N, Pan T (2015). RNA epigenetics. Transl Res..

[12] Fu Y, Dominissini D, Rechavi G, He C (2014). Gene expression regulation mediated through reversible m^6^A RNA methylation. Nat Rev Genet..

[13] Wang X, Lu Z, Gomez A, Hon GC, Yue Y, Han D (2014). N6-Methyladenosine-dependent regulation of messenger RNA stability. Nature..

[14] Schwartz S, Mumbach MR, Jovanovic M, Wang T, Maciag K, Bushkin GG (2014). Perturbation of m6A writers reveals two distinct classes of mRNA methylation at internal and 5′ sites. Cell Rep..

[15] Geula S, Moshitch-Moshkovitz S, Dominissini D, Mansour AA, Kol N, Salmon-Divon M (2015). Stem cells. m6A mRNA methylation facilitates resolution of naïve pluripotency toward differentiation. Science.

[16] Wang X, Zhao BS, Roundtree IA, Lu Z, Han D, Ma H (2015). N(6)-Methyladenosine modulates messenger RNA translation efficiency. Cell..

[17] Liu N, Dai Q, Zheng G, He C, Parisien M, Pan T (2015). N(6)-Methyladenosine-dependent RNA structural switches regulate RNA-protein interactions. Nature..

[18] Zhao X, Yang Y, Sun B-F, Shi Y, Yang X, Xiao W (2014). FTO-dependent demethylation of N6-methyladenosine regulates mRNA splicing and is required for adipogenesis. Cell Res..

[19] Batista PJ, Molinie B, Wang J, Qu K, Zhang J, Li L (2014). m(6)A RNA modification controls cell fate transition in mammalian embryonic stem cells. Cell Stem Cell.

[20] Carlile TM, Rojas-Duran MF, Zinshteyn B, Shin H, Bartoli KM, Gilbert WV (2014). Pseudouridine profiling reveals regulated mRNA pseudouridylation in yeast and human cells. Nature..

[21] Schwartz S, Bernstein DA, Mumbach MR, Jovanovic M, Herbst RH, León-Ricardo BX (2014). Transcriptome-wide mapping reveals widespread dynamic-regulated pseudouridylation of ncRNA and mRNA. Cell..

[22] Li X, Xiong X, Wang K, Wang L, Shu X, Ma S (2016). Transcriptome-wide mapping reveals reversible and dynamic N(1)-methyladenosine methylome. Nat Chem Biol..

[23] Dominissini D, Nachtergaele S, Moshitch-Moshkovitz S, Peer E, Kol N, Ben-Haim MS (2016). The dynamic N(1)-methyladenosine methylome in eukaryotic messenger RNA. Nature..

[24] Salditt-Georgieff M, Jelinek W, Darnell JE, Furuichi Y, Morgan M, Shatkin A (1976). Methyl labeling of HeLa cell hnRNA: a comparison with mRNA. Cell..

[25] Dubin DT, Taylor RH (1975). The methylation state of poly A-containing messenger RNA from cultured hamster cells. Nucleic Acids Res..

[26] Desrosiers R, Friderici K, Rottman F (1974). Identification of methylated nucleosides in messenger RNA from Novikoff hepatoma cells. Proc Natl Acad Sci U S A..

[27] Perry RP, Kelley DE, Friderici K, Rottman F (1975). The methylated constituents of L cell messenger RNA: evidence for an unusual cluster at the 5′ terminus. Cell..

[28] Motorin Y, Lyko F, Helm M (2010). 5-methylcytosine in RNA: detection, enzymatic formation and biological functions. Nucleic Acids Res..

[29] Khoddami V, Cairns BR (2013). Identification of direct targets and modified bases of RNA cytosine methyltransferases. Nat Biotechnol..

[30] Hussain S, Sajini AA, Blanco S, Dietmann S, Lombard P, Sugimoto Y (2013). NSun2-mediated cytosine-5 methylation of vault noncoding RNA determines its processing into regulatory small RNAs. Cell Rep..

[31] Schaefer M, Pollex T, Hanna K, Lyko F (2009). RNA cytosine methylation analysis by bisulfite sequencing. Nucleic Acids Res..

[32] Squires JE, Patel HR, Nousch M, Sibbritt T, Humphreys DT, Parker BJ (2012). Widespread occurrence of 5-methylcytosine in human coding and non-coding RNA. Nucleic Acids Res..

[33] Edelheit S, Schwartz S, Mumbach MR, Wurtzel O, Sorek R. Transcriptome-wide mapping of 5-methylcytidine RNA modifications in bacteria, archaea, and yeast reveals m5C within archaeal mRNAs. de Crécy-Lagard V, editor. PLoS Genet. 2013;9:e1003602.10.1371/journal.pgen.1003602PMC369483923825970

[34] Amort T, Soulière MF, Wille A, Jia X-Y, Fiegl H, Wörle H (2013). Long non-coding RNAs as targets for cytosine methylation. RNA Biol..

[35] Rieder D, Amort T, Kugler E, Lusser A, Trajanoski Z (2016). meRanTK: methylated RNA analysis ToolKit. Bioinformatics.

[36] Vasilyev N, Polonskaia A, Darnell JC, Darnell RB, Patel DJ, Serganov A (2015). Crystal structure reveals specific recognition of a G-quadruplex RNA by a β-turn in the RGG motif of FMRP. Proc Natl Acad Sci U S A..

[37] Duszczyk MM, Wutz A, Rybin V, Sattler M (2011). The Xist RNA A-repeat comprises a novel AUCG tetraloop fold and a platform for multimerization. RNA..

[38] Betel D, Wilson M, Gabow A, Marks DS, Sander C (2008). The microRNA.org resource: targets and expression. Nucleic Acids Res.

[39] Yang Y-CT, Di C, Hu B, Zhou M, Liu Y, Song N (2015). CLIPdb: a CLIP-seq database for protein-RNA interactions. BMC Genomics..

[40] Hoernes TP, Clementi N, Faserl K, Glasner H, Breuker K, Lindner H (2016). Nucleotide modifications within bacterial messenger RNAs regulate their translation and are able to rewire the genetic code. Nucleic Acids Res..

[41] Delatte B, Wang F, Ngoc LV, Collignon E, Bonvin E, Deplus R (2016). RNA biochemistry. Transcriptome-wide distribution and function of RNA hydroxymethylcytosine. Science.

[42] Dominissini D, Moshitch-Moshkovitz S, Schwartz S, Salmon-Divon M, Ungar L, Osenberg S (2012). Topology of the human and mouse m6A RNA methylomes revealed by m6A-seq. Nature..

[43] Fort A, Yamada D, Hashimoto K, Koseki H, Carninci P (2015). Nuclear transcriptome profiling of induced pluripotent stem cells and embryonic stem cells identify non-coding loci resistant to reprogramming. Cell Cycle..

[44] Aguilo F, Li S, Balasubramaniyan N, Sancho A, Benko S, Zhang F (2016). Deposition of 5-methylcytosine on enhancer RNAs enables the coactivator function of PGC-1α. Cell Rep..

[45] Huber SM, van Delft P, Mendil L, Bachman M, Smollett K, Werner F (2015). Formation and abundance of 5-hydroxymethylcytosine in RNA. ChemBioChem..

[46] Hussain S, Aleksic J, Blanco S, Dietmann S, Frye M (2013). Characterizing 5-methylcytosine in the mammalian epitranscriptome. Genome Biol..

[47] Khoddami V, Cairns BR (2014). Transcriptome-wide target profiling of RNA cytosine methyltransferases using the mechanism-based enrichment procedure Aza-IP. Nat Protoc..

[48] Shapiro R, Braverman B, Louis JB, Servis RE (1973). Nucleic acid reactivity and conformation. II. Reaction of cytosine and uracil with sodium bisulfite. J Biol Chem.

[49] Fu L, Guerrero CR, Zhong N, Amato NJ, Liu Y, Liu S (2014). Tet-mediated formation of 5-hydroxymethylcytosine in RNA. J Am Chem Soc..

[50] Huang W, Lan M-D, Qi C-B, Zheng S-J, Wei S-Z, Yuan B-F (2016). Chemical science. R Soc Chem..

[51] Tuorto F, Liebers R, Musch T, Schaefer M, Hofmann S, Kellner S (2012). RNA cytosine methylation by Dnmt2 and NSun2 promotes tRNA stability and protein synthesis. Nat Struct Mol Biol..

[52] Blanco S, Frye M (2014). Role of RNA methyltransferases in tissue renewal and pathology. Curr Opin Cell Biol..

[53] Schosserer M, Minois N, Angerer TB, Amring M, Dellago H, Harreither E (2015). Methylation of ribosomal RNA by NSUN5 is a conserved mechanism modulating organismal lifespan. Nat Commun..

[54] Haag S, Sloan KE, Ranjan N, Warda AS, Kretschmer J, Blessing C (2016). NSUN3 and ABH1 modify the wobble position of mt‐tRNA Met to expand codon recognition in mitochondrial translation. EMBO J..

[55] Haag S, Warda AS, Kretschmer J, Günnigmann MA, Höbartner C, Bohnsack MT (2015). NSUN6 is a human RNA methyltransferase that catalyzes formation of m5C72 in specific tRNAs. RNA..

[56] Metodiev MD, Spåhr H, Loguercio Polosa P, Meharg C, Becker C, Altmueller J (2014). NSUN4 is a dual function mitochondrial protein required for both methylation of 12S rRNA and coordination of mitoribosomal assembly. PLoS Genet..

[57] Nakano S, Suzuki T, Kawarada L, Iwata H, Asano K, Suzuki T (2016). NSUN3 methylase initiates 5-formylcytidine biogenesis in human mitochondrial tRNA(Met). Nat Chem Biol..

[58] Van Haute L, Dietmann S, Kremer L, Hussain S, Pearce SF, Powell CA (2016). Deficient methylation and formylation of mt-tRNA(Met) wobble cytosine in a patient carrying mutations in NSUN3. Nat Commun..

[59] Lorenz R, Bernhart SH, Höner Zu Siederdissen C, Tafer H, Flamm C, Stadler PF (2011). ViennaRNA Package 2.0.. Algorithms Mol Biol..

[60] Murakami Y, Spriggs RV, Nakamura H, Jones S (2010). PiRaNhA: a server for the computational prediction of RNA-binding residues in protein sequences. Nucleic Acids Res..

[61] Anders S, Pyl PT, Huber W (2015). HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics..

[62] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[63] Supek F, Bošnjak M, Škunca N, Šmuc T. REVIGO summarizes and visualizes long lists of gene ontology terms. PLoS ONE. 2011;e21800.10.1371/journal.pone.0021800PMC313875221789182

[64] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[65] Liu H, Flores MA, Meng J, Zhang L, Zhao X, Rao MK (2015). MeT-DB: a database of transcriptome methylation in mammalian cells. Nucleic Acids Res..

[66] Grant CE, Bailey TL, Noble WS (2011). FIMO: scanning for occurrences of a given motif. Bioinformatics..

[67] Chen K, Lu Z, Wang X, Fu Y, Luo G-Z, Liu N (2015). High-resolution N(6) -methyladenosine (m(6) A) map using photo-crosslinking-assisted m(6) a sequencing. Angew Chem Int Ed Engl.

[68] Riml C, Micura R (2016). Synthesis of 5-hydroxymethylcytidine- and 5-hydroxymethyl-uridine-modified RNA. Synthesis (Stuttg).

How the deposited data were processed for this re-analysis (not part of the article)

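Methylated cytosines were measured by bisulfite sequencing in 12 libraries, 3 each of total poly(A) RNA of mouse ESCs, total poly(A) RNA of adult mouse brain, nuclear poly(A) RNA of ESCs and nuclear poly(A) RNA of brain. The sample labels give reads of 100 nt from single ends for all libraries, while the paper gives single-end reads for ESCs and paired-end reads for the brain. As the paper describes it, the authors left out 10 bases at the start of forward reads and 7 of reverse reads, kept bases of a quality of at least 35 in single-end and 30 in paired-end reads, and, by Additional file 1, allowed a duplication of at most 5. They called cytosines with a coverage of at least 10, a non-conversion rate of at least 0.2 and a false discovery rate under 0.01, and required the call in all 3 replicates. They then removed sites predicted to be base-paired at 70 °C, with a gamma of 0.1 and a distance of paired bases of at most 150 nt, in the full-length transcript or, for introns and positions without annotation, in 300 nt around the site.

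The authors deposited 2 kinds of lists. In the lists per library, the coverage and the count of reads with a cytosine were made by the authors from aligned reads after these filters, for each called cytosine and before the filter on structure. The deposited methylation rate is the fraction of those reads with a cytosine, computed by the authors. The final lists hold the sites left after all filters, with the coverage and the rate (a fraction) averaged over the 3 replicates. It was checked that the number of calls in each list equals the number in the paper's Additional file 1, and that the averages of the final lists follow from the lists per library. Cytosines that were not called are in no list, so rates of uncalled sites and the coverage of whole transcripts were not used here.

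Sites were placed on GRCm38.p6 with RefSeq transcripts, taking for each gene the curated transcript with the longest CDS, along with tRNA and mitochondrial genes. The paper used GRCm38.p3. A site was assigned to the 5′ UTR, CDS, 3′ UTR, non-coding RNA or intron on its strand, and otherwise counted as not annotated. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with edgeR 4.0.16 and limma 3.58.1 were used.

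Numbers of calls per library were compared by exact permutation tests of 3 against 3 libraries, two-sided, whose smallest p is 0.1. Overlaps of lists are given with 95% Wilson intervals and the SD of the same share over the replicate lists. As in the paper's methods, a site is unique to a sample if it is in all 3 lists of that sample and in none of the other, and common if it is in at least 1 list of the other. Odds ratios compare methylated with all other cytosines of the mRNAs that carry a site, inside and outside a segment, by two-sided Fisher exact tests, and the start codon region reaches 25 nt to either side. The other cytosines were counted whether or not they had enough reads for a call, and sites were taken as independent. Sites per gene were compared by a permutation test of the genes with 100000 resamples.

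Rates were compared at sites in the final lists of both groups, so with counts in all 6 libraries, by edgeR's quasi-likelihood test on counts of cytosines and thymines, with an adjusted p under 0.05. limma on the log2 ratio of both counts, with 1 added to each, and a Fisher exact test on pooled reads were run beside it. Log2 odds ratios are those of ESCs over brain and of nuclei over total RNA.

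A total of 23 gene lists, written after the terms of Fig. 4 and the cell types of both samples, were tested by Fisher exact tests with adjustment over the lists. They cover 12 groups of processes, 7 groups of markers of other cell types, the RNA methyltransferases, long non-coding RNAs, the 16 transcripts of Fig. 2b and Tbp.

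Genes and sites are named by a rule. Of the genes the paper names, it takes Malat1, Tbp, the 16 transcripts of Fig. 2b and the RNA methyltransferases. It takes, for each sample type, the 5 genes with the most sites and the 3 sites with the highest mean rate at an average coverage of at least 50. It also takes, for each comparison, the 5 sites with the largest change in each direction among those past the threshold whose libraries do not overlap, and from each gene list up to 4 genes with the most sites in the sample type whose share is higher.

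As alternatives, sites were counted without the filter on structure, in at least 2 of 3 lists, with a coverage of at least 20 or a rate of at least 0.3 in every library, with sites within 10 nt counted once, and with isolated sites alone. Further alternatives were any transcript of a gene, a coverage of at least 30 in the comparison of rates, 1 site per group of neighbours, no offset, replicate numbers as a block, and leaving out each library in turn. The latter was done before the filter on structure for counts, shares and odds ratios, since a site lost with 1 library has no predicted structure here. In the alternatives of the gene lists, 0.5 was added to each cell of a list with an empty cell. Results on some single genes of these lists are not reported here. A fold of 1.5 was taken as a change of a count.

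The tests were also tested on simulated data. Odds ratios at the start codon set to 1, 2 and 4 were estimated as 1.07, 2.11 and 4.23, with 90, 95 and 65% of the intervals holding the true value. Sites were drawn independently there, while most real sites lie near another, so the intervals were not tested for sites in runs. The permutation test of genes had a p under 0.05 in 4% of simulations without and 93% with a difference, and the Fisher exact test of a list in 5% and 100%. For edgeR, counts of cytosines were simulated from the coverages of these libraries with a single assumed dispersion and independent sites. It found 67.1% (ESC against brain, total), 47.0% (nuclear), 43.0% (ESC nuclei against total) and 68.9% (brain nuclei against total) of the sites given a log2 odds ratio of 2, and 6.74, 4.00, 2.00 and 13.5% of those given 1. These shares depend on the assumed dispersion.

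Sequencing reads, the enrichment by immunoprecipitation of Fig. 2, the expression table, microRNA and protein binding sites and m6A sites were not analysed here. A table of terms over expressed genes was not computed, because the expression table at hand is truncated, and the gene lists take its place.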

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

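Tests without mitochondrial sites were chosen after the results had been seen, while the tests of explanations were set before. Mitochondrial sites stood out because they are a signal in sites that the paper does not discuss. The ESC list of total RNA holds 1962 of them, 26.0% of the list, the brain list 132, 6.36%, and the ESC nuclear list 1849, 14.8%. The brain nuclear list holds 0. In total RNA of ESCs, 1442 lie on the plus strand and 520 on the minus strand. Of the latter, 487 lie outside annotated genes, which stood out for the same reason. In ND5, 472 of 495 cytosines of the plus strand were sites, or 95.4%. On the minus strand of the same region, 90 of 182 cytosines were sites, or 49.5%. All 182 were called in an ESC library of total RNA before the filter on structure. The cause of calls on both strands was not tested. Before the filter on structure, the ESC libraries of total RNA had 2478 to 2563 mitochondrial calls, the brain libraries 305 to 557, the ESC nuclear libraries 2364 to 2832 and the brain nuclear libraries 2 to 4.

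The pattern is many mitochondrial sites in both ESC lists and none in brain nuclei. The requirement of all 3 replicates is argued against as its cause, since no brain nuclear list holds more than 4 mitochondrial calls. Stretches of RNA left unconverted may contribute. The share of sites with another within 10 nt was 93.4% for mitochondrial and 69.6% for other ESC sites, 23.8 percentage points apart. On the plus strand of ND5, however, nearly every cytosine is a site and neighbours follow from that. Higher coverage may contribute too in ESCs, since the median coverage of mitochondrial sites in total RNA was 6.78 times that of other sites. In total RNA of the brain it was 29 reads against 34.7 for other sites. The lists do not give the coverage of uncalled mitochondrial cytosines in brain nuclei. DNA carried along with the RNA cannot be told apart from RNA here, although the authors treated the RNA with DNase I and then enriched poly(A) RNA. The share of D-loop cytosines among the sites was 0.134 times that of ND5 cytosines, and no control for DNA was analysed here. A biological difference in m5C between ESCs and brain stays open as untested. In nuclei such a difference cannot be told apart from the preparation. ESC nuclei were released by hypotonic lysis, while brain nuclei were pelleted through a sucrose cushion.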

How the results depend on the processing

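Tests without mitochondrial sites, the odds ratios by class and their classes, the ratio of CDS to 3′ UTR sites, the place of sites within nuclear 3′ UTRs and that place by the classes of the paper's methods were chosen after the results had been seen. All other alternatives were set before the data were examined. Of 1220 alternative values for 137 results, 937 stayed the same in direction and threshold or within the replicate spread, 32 no longer passed, 16 newly passed, 210 moved and 25 reversed. At the start codon 35 of 36 odds ratios were the same. For the 5′ UTR this held for 33 of 36, for sites per gene 36 of 44, for gene lists 227 of 229 and for named sites 217 of 234, where 17 no longer passed. For every value below the cause was not tested, except that a filter itself removes or adds sites.

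Without the structure filter the lists (ESC total, brain total, ESC nuclear, brain nuclear) held 13176, 5213, 22285 and 15221 sites, of which 8608, 2753, 14773 and 11174 were unique, and 87.2% of the ESC total sites were not in the brain list. The 3′ UTR share was 21.6% in ESC total, 30.7% in brain total and 10.5% in brain nuclear, and the CDS share 28.9% in brain total and 4.86% in brain nuclear. The 3′ UTR odds ratio was 0.878 in ESC total and reversed to 0.958 in brain total (exact p = 0.186), and that of the last part for ESC nuclear sites was 0.810. Differentially methylated sites were 828 for ESC against brain in total RNA, 804 in nuclei and 37 for brain nuclei against total RNA. In at least 2 of 3 lists there were 23360, 10006, 44216 and 61391 sites.

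With a coverage of at least 20 the lists held 4850, 1089, 5989 and 2706 sites, of which 3206, 475, 4294 and 1656 were unique, and the ratio of nuclear to total sites in ESCs was 1.23. The share not in the other list was 60.6% in brain total and 78.9% in brain nuclear. The shares in ESC total were 46.1% CDS, 22.2% 3′ UTR and 5.69% intron, in ESC nuclear 30.2, 16.3 and 30.7%, and in brain nuclear 22.8% 3′ UTR and 56.3% intron. Odds ratios reversed to 1.15 in the CDS of ESC total and, in ESC nuclear, to 0.910 in the 5′ UTR, 1.12 in the CDS and 0.906 in the 3′ UTR. The 3′ UTR of ESC total had 0.751, and the last part for brain total sites reversed to 0.810. The differences in sites per gene were -0.0538 (permutation p = 0.970) in ESC nuclear and -0.661 (permutation p = 0.0712) in brain nuclear. Differentially methylated sites were 180 in total RNA and 81 in nuclei, and 132 and 46 at a coverage of at least 30, where 219 and 161 sites could be tested.

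With a rate of at least 0.3 the lists held 4881, 1003, 8134 and 4279 sites, of which 3153, 493, 5168 and 3155 were unique. The ratio of ESC to brain sites in total RNA was 4.87, and 88.3% of the ESC total sites were not in the brain list. The differences in sites per gene were -0.607 (permutation p = 0.243) in brain total and -1.11 (permutation p = 0.269) in ESC nuclear. The odds ratio of the last part reversed to 1.72 for ESC nuclear sites and was 2.46 for brain nuclear sites, and 0 of the gene lists passed.

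With clusters counted once, there were 3023, 776, 4846 and 3015 sites, of which 2236, 385, 3355 and 2197 were unique. The 3′ UTR shares were 23.4% in ESC total, 36.2% in brain total and 9.45% in brain nuclear, the 3′ UTR odds ratio of ESC total 0.898 and the difference in sites per gene of brain nuclear -0.0830 (permutation p = 0.380). Isolated sites numbered 1824, 359, 2427 and 1251, of which 1555, 200.0, 1948 and 978 were unique. Their ratios were 5.08 for ESC to brain in total RNA and 1.33 for nuclear to total in ESCs, and 95.3% of those of ESC total were not in the brain list. Their shares were 45.9% CDS, 22.4% 3′ UTR and 8.17% intron in ESC total, 27.0% CDS and 33.7% 3′ UTR in brain total, 25.01% CDS, 16.2% 3′ UTR and 36.9% intron in ESC nuclear and 7.83% 3′ UTR in brain nuclear. Their odds ratios were 1.07 (reversed) in the CDS and 0.788 in the 3′ UTR of ESC total and 1.14 in the 3′ UTR of brain total. They were 0.906 (reversed) in the 5′ UTR and 0.903 in the CDS of ESC nuclear, and 1.78 at the start codon of brain nuclear. With 1 site per cluster, 126 sites were differentially methylated in total RNA and 126 in nuclei.

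Without mitochondrial sites, 71.5% of the brain total sites were not in the ESC list. The shares were 27.0% CDS, 33.7% 3′ UTR and 16.1% intron in ESC total and 10.9, 16.6 and 51.8% in ESC nuclear, and the ratio of CDS to 3′ UTR sites went below 1, to 0.803 and 0.655. The 3′ UTR odds ratio of ESC total reversed to 1.58. For sites unique to ESC total the odds ratios reversed to 0.599 in the CDS and 1.26 in the 3′ UTR, and for those unique to ESC nuclear to 0.608 and 1.34. Differentially methylated sites were 219 for ESC against brain in total RNA and 2 for ESC nuclei against total RNA. With classes from the final lists, sites unique to ESC total had 0.953 in the CDS, and those unique to ESC nuclear 0.919 in the CDS and 1.05 in the 3′ UTR, all reversed. With the classes of the paper's methods, the last part had an odds ratio of 0.688 for ESC total sites (reversed) and 1.59 for brain nuclear sites. With any transcript, the 5′ UTR odds ratio of ESC nuclear was 1.04. The Fisher exact test on pooled reads called 416 sites for ESC against brain nuclei, 1014 for ESC nuclei against total RNA and 169 for brain nuclei against total RNA.

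Leaving out 1 library, before the structure filter, gave 16335 to 16918 sites in ESC total, 6709 to 6912 in brain total, 28051 to 30765 in ESC nuclear and 17626 to 54933 in brain nuclear, the latter without brain nuclear replicate 2. The ratio of ESC to brain sites was 1.91 to 3.25 in total RNA and 0.406 to 2.02 in nuclei, reversed without brain nuclear replicate 2, where brain sites needed 2 calls and ESC sites 3. The ratio of nuclear to total sites was 1.32 to 2.33 in ESCs and 2.20 to 10.5 in the brain, the highest without brain nuclear replicate 2. The share not in the other list was 84.3 to 89.2% in ESC total, 82.1 to 92.2% in ESC nuclear and 83.6 to 92.8% in brain nuclear. Unique sites were 9046 to 11760, 2857 to 3862, 15022 to 21320 and 11372 to 45786. The 3′ UTR share was 21.3 to 22.95% in ESC total, 29.9 to 30.7% in brain total, 11.8 to 13.1% in ESC nuclear and 6.54 to 10.2% in brain nuclear. The CDS share was 27.1 to 29.3% in brain total and 1.85 to 5.97% in brain nuclear, and the intron share 13.3 to 16.3% in ESC total and 66.7 to 77.97% in brain nuclear.

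The 3′ UTR odds ratio without 1 library was 0.837 to 0.957 in ESC total, 0.954 to 1.02 in brain total and 1.03 to 1.27 in ESC nuclear. That of the last part was 0.802 to 1.01 for ESC total, 0.688 to 0.852 for ESC nuclear and 1.10 to 1.44 for brain nuclear sites. In ESC total the value of the last part was below 1 from the lack of the filter alone (0.943 with all libraries). It was 0.804 without brain total replicate 1 and 0.802 without replicate 3. In the 3′ UTR of brain total the value, reversed by the lack of the filter alone, was 0.957 without replicate 1 and 0.954 without replicate 2. The difference in sites per gene of brain nuclear was -1.99 to -0.612, and 1 to 2 gene lists passed, 2 without brain total replicate 3. Differentially methylated sites were 134 to 251 for ESC against brain nuclei, the lowest without ESC nuclear replicate 3. They were 0 to 648 for ESC nuclei against total RNA, the highest without ESC nuclear replicate 1, and 0 to 6 for brain nuclei against total RNA, the highest without brain nuclear replicate 2.

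Replicate numbers were not taken as pairs, because in no comparison was every correlation of same numbers over 0.1. For ESC against brain these were -0.0892, -0.00214 and 0.0589 in total RNA (highest with another number 0.0841, 0.0601 and 0.0298) and 0.135, 0.0928 and 0.00270 in nuclei (0.0667, -0.0410 and 0.0802). The own number was the best for 1 and 2 of 3 numbers there, and for 2 in ESC nuclei against total RNA and 0 in the brain. With replicate number as a block, edgeR called 339 sites in total RNA and 364 in nuclei (341 and 254 without it), and 0 for nuclei against total RNA in both samples (526 and 92 at an unadjusted p under 0.05, and 0 by limma).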

Differences from the paper's values

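Of 57 values compared with the paper, 48 lie within the limits set for a difference and 9 do not. Among the 48 are the numbers of calls in the 12 libraries, which rest on the authors' own lists and had to match. Genes with sites in 1 sample alone had 2.94 sites per gene in ESC total where the paper's value is 4.8, and 3.30 in brain total where the paper's value is 5.5. A gap is said to close where the value lies within a fold of 1.5 of the paper's value. The paper's sites are those left after the structure filter. A value without that filter is therefore not a like quantity and does not explain a gap. Values without a library were computed without the structure filter too, so they do not show an effect of the library alone. Of the alternatives set before the data were examined, the gap closes for ESC total without the structure filter (3.58), also with each library left out besides (3.41 to 3.83). It closes at a rate of at least 0.3 (3.40) as well, and not at a coverage of at least 20 (3.13) or with clusters counted once (1.46). For brain total it closes without the structure filter (4.89), also with each library left out besides (4.80 to 5.12). It does not close at a coverage of at least 20 (2.92), a rate of at least 0.3 (3.15) or with clusters counted once (1.28). All ESC sites of genes with sites in both samples were 9.69 per gene where the paper's value is 3. This is not a like quantity if the paper counted the shared sites alone (a ratio of 3.01 here, see the count by class further on). The value with clusters counted once (2.14) lies within the limits without explaining the gap, and the gap does not close without the structure filter (9.72), at a coverage of at least 20 (11.1), a rate of at least 0.3 (11.7) or without any library (8.72 to 10.3).

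In nuclei, genes with sites in ESCs alone had 4.76 sites per gene where the paper's value is 8, and genes with sites in the brain alone 4.37 where the paper's value is 6.9. For ESC nuclear the gap closes without the structure filter (5.89), also with each library left out besides (5.53 to 6.51). It does not close at a coverage of at least 20 (5.04), a rate of at least 0.3 (4.71) or with clusters counted once (1.87). For brain nuclear it closes without the structure filter (6.47), also with each library left out besides (6.57 to 6.74) other than brain nuclear replicate 2 (12.1). It does not close at a coverage of at least 20 (3.804), a rate of at least 0.3 (3.54) or with clusters counted once (1.74).

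Non-coding RNAs held 0.875% of the sites in ESC total, about 3.7% in Fig. 5a, read by eye, and 1.93% in brain total, about 3.5% in Fig. 5a, read by eye. In nuclei they held 0.961% in ESCs, about 2.3% in Fig. 5d, read by eye, and 0.747% in the brain, about 1.2% in Fig. 5d, read by eye. For ESC total and ESC nuclear no alternative closes the gap, with values of 0.825 to 1.23% and 0.637 to 1.52%. For brain total it closes at a coverage of at least 20 (2.57%), and not for any transcript, without the structure filter, with clusters counted once, with isolated sites or without any library (1.39 to 2.02%). For brain nuclear it closes for any transcript (0.862%) and at a coverage of at least 20 (1.03%), and not without the structure filter, with clusters counted once, with isolated sites or without any library (0.320 to 0.685%).

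The paper states that transcripts methylated in 1 sample have more sites per gene than those methylated in both. Counted per gene, the order is the opposite in all 4 lists, with 9.69 against 2.94 sites per gene in ESC total. This count favours genes with sites in both, since a gene with more sites has more chances of a site in the other list. Dividing all sites of a class of sites by the genes of that class gives 4.91 (ESC total), 5.38 (brain total) and 3.01 (both) in total RNA and 8.09, 7.10 and 1.99 in nuclei. This ratio was chosen after seeing the values and comes close to the paper's value in all 5 cases. Its sites include those in genes of another class or outside annotated genes, so it is not a number of sites per gene of a class.

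The paper states that 3′ UTR sites are weakly depleted in total RNA of ESCs. The odds ratio here is 0.978 with an exact p = 0.432, and depletion passes without the structure filter (0.878), at a coverage of at least 20 (0.751), with clusters counted once (0.898) and with isolated sites (0.788). Without mitochondrial sites, chosen after seeing the values, it is 1.58.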

Other observations

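The nuclear gene lists, the odds ratios by the class of the gene and the tests of runs as the whole cause of the start codon enrichment were chosen after the results had been seen, while the other tests of explanations were set before. In nuclei, 22 synapse genes had sites in the brain alone and 3 in ESCs alone (adjusted p = 2.6e-05, two-sided Fisher exact test over 23 lists). Ion transport genes had 13 and 1 (adjusted p = 0.000779) and genes of nervous system development 13 and 2 (adjusted p = 0.00183). Pluripotency genes had sites in ESC nuclei alone, 17 against 0 (adjusted p = 0.00156), and cell cycle genes 20 against 1 (adjusted p = 0.00203). Genes of mRNA processing had 19 in ESCs alone and 2 in the brain alone (adjusted p = 0.0112), translation genes 22 and 4 (adjusted p = 0.0271) and the transcripts of Fig. 2b, which the authors picked from such data, 9 and 0 (adjusted p = 0.0383). The other 15 lists did not pass, among them chromatin modification with 13 and 12 and the DNA damage response with 11 and 1 (adjusted p = 0.0878). Expression was not taken into account, so these differences cannot be told apart from differences in which genes are expressed. When sites were classed by gene, ESC sites of genes without brain sites had odds ratios of 0.783 in the CDS (exact p = 5.2e-12) and 0.993 in the 3′ UTR (exact p = 0.868) in total RNA. Brain sites of genes without ESC sites had 0.246 and 1.72 (exact p = 1.9e-65 and 7.1e-14). In nuclei the odds ratios of the ESC class were 1.24 in the CDS and 0.798 in the 3′ UTR (exact p = 1.1e-09 and 2.3e-09), and those of the brain class 0.133 and 4.22 (exact p = 1.1e-80 and 2.0e-55). Without mitochondrial sites the ESC class had 0.595 and 1.22 in total RNA and 0.544 and 1.60 in nuclei, so that in nuclei both directions turned.

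In total RNA, markers of other cell types had few sites. In ESCs alone and brain alone these were 1 and 1 of 13 astrocyte genes, 0 and 1 of 14 oligodendrocyte genes, 1 and 2 of 11 microglia genes and 2 and 0 of 13 endothelial genes. They were 0 and 0 of 7 red blood cell genes, 1 and 0 of 11 fibroblast genes and 1 and 1 of 11 genes of trophoblast and primitive endoderm. The endothelial genes were Vwf with 3 ESC sites at 29.9% ± 2.44 and Pecam1 with 1, the fibroblast gene was Fn1 with 17 ESC sites at 49.5% ± 2.22, and Sparc had 4 brain sites and 1 ESC site (SD, n = 3 libraries). Of 16 RNA methyltransferase and related genes, 3 had sites in ESCs alone and 1, Wtap, in the brain alone at 45.3% ± 11.4, while Nsun2, Trdmt1, Mettl3 and Mettl14 had none. Long non-coding RNAs had 3 and 3 of 19, and the transcripts of Fig. 2b 6 and 1, with 8 in both. None of these lists passed in total RNA, the lowest adjusted p being 0.353.

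Sites lie in runs. In total RNA of ESCs 75.8% had another site within 10 nt, in the brain 82.7%, in ESC nuclei 80.6% and in brain nuclei 84.2%. Random placement among all cytosines of the same transcripts is argued against, since the observed share of mRNA sites was 2.62 times the highest of 100 random draws. The draws took cytosines whether or not they had enough reads for a call, so placement among cytosines that could be called was not tested. Mitochondrial mRNAs were included. Reads left unconverted over a stretch may contribute, as the rates of sites within 10 nt differed by 0.402 times as much as those of sites 50 to 500 nt apart (95% bootstrap interval 0.271 to 0.601). Runs as the whole cause of the start codon enrichment would leave isolated sites without enrichment. Isolated sites of the final lists had odds ratios of 1.64 in ESC total (95% interval 1.21 to 2.23, all sites 1.78), 3.34 in brain total (1.95 to 5.73, all sites 3.37) and 1.75 in ESC nuclear (1.24 to 2.46, all sites 1.86). In brain nuclear, with 4 isolated sites there, the value was 1.78 (0.658 to 4.80, all sites 2.90). These values cannot decide on runs, because neighbours that the structure filter removed, or that fewer libraries called, were not counted. In the first 3 sample types the filter removed 42.8, 60.2 and 43.9% of the sites called in all 3 libraries. Whether runs make part of the enrichment in ESC total cannot be told apart either, as the interval is wide. Shared methylation of neighbouring cytosines stays open as untested.

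Intronic sites of brain nuclei lie in repeats. The share in repeat-masked bases was 3.44 times that of the cytosines of the same introns (96.3 against 28.0%). Reads from repeated sequence are a candidate explanation that this value goes with, although the authors called sites from unambiguously aligned reads alone, and the reads themselves were not analysed here. Methylation of repeats within introns stays open as untested.

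The sequence of 21 bases around the site at 3:5860464 occurs 9 times in the genome, that of Lars2 5 times and that of Dgke 7 times. The surrounding 51 bases occur 6 times for 3:5860464 and 1 time each for Lars2 and Dgke. Whether reads of the sites at 3:5860464 and in Lars2 come from rRNA was not tested, because the reference holds only 420 nt of the 28S rRNA, 8% of its length. The 21 bases around 7:64754176, a CA repeat, occur 2334454 times, where overlapping matches within a repeat are each counted. The 51 bases around this site occur 1 time.

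The libraries of each comparison can be split in 10 ways, too few for a share under 0.05. For ESC against brain in total RNA the real split called 341 sites and the highest other 0, so that 1 split reached the real value. In nuclei these were 254 and 0, and 1 split reached the real value. For ESC nuclei against total RNA the real split called 0 sites in edgeR (528 at an unadjusted p under 0.05, 0 by limma) and the highest other 0, and for brain nuclei 0 (117, 0 by limma) and 36, so that 10 splits reached the real value in each.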
